# A Strong Anti-Inflammatory Signature Revealed by Liver Transcription Profiling of *Tmprss6*−/− Mice

**DOI:** 10.1371/journal.pone.0069694

**Published:** 2013-07-29

**Authors:** Michela Riba, Marco Rausa, Melissa Sorosina, Davide Cittaro, Jose Manuel Garcia Manteiga, Antonella Nai, Alessia Pagani, Filippo Martinelli-Boneschi, Elia Stupka, Clara Camaschella, Laura Silvestri

## Abstract

Control of systemic iron homeostasis is interconnected with the inflammatory response through the key iron regulator, the antimicrobial peptide hepcidin. We have previously shown that mice with iron deficiency anemia (IDA)-low hepcidin show a pro-inflammatory response that is blunted in iron deficient-high hepcidin *Tmprss6* KO mice. The transcriptional response associated with chronic hepcidin overexpression due to genetic inactivation of *Tmprss6* is unknown. By using whole genome transcription profiling of the liver and analysis of spleen immune-related genes we identified several functional pathways differentially expressed in *Tmprss6* KO mice, compared to IDA animals and thus irrespective of the iron status. In the effort of defining genes potentially targets of Tmprss6 we analyzed liver gene expression changes according to the genotype and independently of treatment. *Tmprss6* inactivation causes down-regulation of liver pathways connected to immune and inflammatory response as well as spleen genes related to macrophage activation and inflammatory cytokines production. The anti-inflammatory status of *Tmprss6 KO* animals was confirmed by the down-regulation of pathways related to immunity, stress response and intracellular signaling in both liver and spleen after LPS treatment. Opposite to *Tmprss6* KO mice, *Hfe^−/−^* mice are characterized by iron overload with inappropriately low hepcidin levels. Liver expression profiling of *Hfe^−/−^* deficient *versus* iron loaded mice show the opposite expression of some of the genes modulated by the loss of *Tmprss6*. Altogether our results confirm the anti-inflammatory status of *Tmprss6* KO mice and identify new potential target pathways/genes of Tmprss6.

## Introduction

Epidemiological studies suggest that iron modulates the susceptibility to infections/inflammation, but the molecular mechanisms underlying this phenomenon are incompletely understood. The iron/inflammation relationship is reciprocal, since several iron-related molecules (TfR1, Fpn, ferritin, Lcn2, etc.) are transcriptionally modulated by inflammation [1]. Among them the anti-microbial peptide hepcidin, the main regulator of systemic iron homeostasis, is an acute phase protein expressed and secreted by the liver, which provides a critical connection with the immune response [2]. Hepcidin expression in inflammation is activated by IL6 and IL22 [3] through phosphorylated Stat3 (P-Stat3) binding to the hepcidin promoter, in a region closed to the Bone Morphogenetic Protein (BMP) Responsive Elements (BRE) binding sites [4]. Hepcidin binds the sole cellular iron exporter ferroportin triggering its internalization and degradation, reducing iron flux from duodenal enterocytes and macrophages and resulting in hypoferremia, a protective response against microbial growth [5]. Hepcidin-ferroportin interaction in macrophages has been reported to cause JAK2-related transcriptional changes that negatively modulate the cytokine-induced inflammatory response [6], although recently the phosphorylation of JAK2 as a result of hepcidin-ferroportin interaction has been disputed [7].

The type II transmembrane liver serine protease TMPRSS6/matriptase-2 is the main negative regulator of hepcidin, since *in vitro* it cleaves membrane hemojuvelin, the liver-specific BMP-coreceptor in the hepcidin-activating pathway. Genetic inactivation of *Tmprss6* both in mice and human causes severe, atypical iron deficiency, characterized by microcytic anemia and inability to respond to oral iron treatment, because of inappropriately high hepcidin levels [8], [9], [10].

We have previously demonstrated that modulation of hepcidin in mice influences the inflammatory response. The production of pro-inflammatory cytokines is increased upon LPS challenge in iron- and hepcidin-deficient animals and the effect can be abrogated by a short pre-treatment with exogenous hepcidin before LPS injection [11]. In line with this observation, *Tmprss6* KO animals, characterized by chronic iron deficiency with high hepcidin, show a blunted production of inflammatory cytokines and of liver acute phase proteins and reduced tissue macrophages recruitment after LPS, when compared with iron deficient (low hepcidin) mice. These findings suggested that *in vivo* lack of hepcidin and not lack of iron induces a proinflammatory condition, when body iron is low [11]. However, the molecular pathway/s that account for the anti-inflammatory phenotype observed in *Tmprss6* KO mice remain undefined.

The liver plays a crucial role in the response to systemic inflammation, via secretion of acute phase proteins and hepcidin production. For this reason we investigated the whole genome transcriptional profiling of the liver and the expression of selected genes in the spleen in *Tmprss6* KO mice, which are iron deficient with high hepcidin, in comparison with iron deficient (IDA) animals, with low hepcidin levels. The latter approach was performed with the aim of identifying signaling pathway/s activated by chronic hepcidin overexpression and/or *Tmprss6* deficiency, irrespective of the iron status. Here we show that in the absence of *Tmprss6* and in the presence of high hepcidin genes encoding inflammatory molecules are down-regulated, whereas genes connected with the anti-inflammatory response are up-regulated.

## Materials and Methods

### Animals, Diet and Tissue Collections

Mice were maintained in the animal facility of San Raffaele Scientific Institute in accordance with the European Union guidelines. The study was approved by the Institutional Animal Care and Use Committee (IACUC) of San Raffaele Scientific Institute, Milan, Italy. To study the liver gene expression profiling in the absence of *Tmprss6*, we used *Tmprss6* KO mice and iron deficiency anemia (IDA) control littermates, as described by Pagani et al. [11]. Briefly, four weeks old KO male mice, on a mixed 129/Ola × C57BL/6 background [9], were fed an iron-balanced diet (carbonile iron 200 mg/kg, SAFE, Augy, France). Four weeks old IDA animals were maintained on an iron-deficient diet (<3 mg iron/kg; SAFE) for 3 weeks. Inflammation was induced by intra-peritoneal injection of lipopolysaccharide (LPS) (from E.coli O26:B6; 0.1 mg/kg, i.p., Sigma-Aldrich, Sydney, Australia). Animals were sacrificed 6 hours later.

To investigate the role of exogenous hepcidin in the modulation of liver gene expression, seven weeks IDA mice were i.p injected with 100 micrograms/animal of recombinant hepcidin or sterile PBS as vehicle. Mice were sacrificed 8 hours later.

To study liver gene expression modulation by dietary iron, four weeks old male mice were maintained an iron balanced, iron deficient and iron loaded (8.3 g/kg iron, SAFE, Augy, France) diet for 3 weeks. Livers and spleen used for RNA isolation were stored in RNALater (Qiagen, Mississauga, ON, Canada) and processed for quantitative real-time PCR. Livers were also analyzed for total liver iron content (LIC) [11].

### Microarray Analysis

The gene expression profile was determined using the MouseWG-6 v2 Expression BeadChips (Illumina®). On a single BeadChip it is possible to simultaneously profile six samples for more than 45,200 transcripts for each sample. In the first phase of the experiment, cDNA and cRNA synthesis was performed using the Illumina Total Prep RNA Amplification Kit (Ambion), according to the manufacture’s protocol; briefly, 500ng of total RNA, isolated from liver tissue by using the RNeasy Mini Kit (QIAGEN), were reverse transcribed to cDNA with T7 Oligo(dT) Primer, then the double strand cDNA was in vitro transcribed to synthesize cRNA using a biotin-NTP mix. The resulted cRNA was quantified by three replicate measurements using Nanodrop-2000 spectrophotometer and the quality assessed using the Agilent Bioanalyzer. 750 ng of cRNA (150 ng/µl) were then hybridized to the BeadChip at 58°C overnight and the fluorescent signal was developed with streptavidin-Cy3. BeadChips were then imaged using the Illumina® BeadArray Reader, a two-channel 0.8 µm resolution confocal laser scanner and the Illumina® GenomeStudio software. This software was used to elaborate the fluorescence signal to a value, whose intensity corresponds to the quantity of the respective transcript in the original sample. The same software was used to assess the system quality control, including biological specimen, hybridization, signal generation controls and negative controls.

Gene expression data were normalized using the cubic spline algorithm implemented in the Illumina® GenomeStudio software. More than 30,000 genes were investigated with the array experiment, of those a selection of “expressed” genes was done by filtering on the “detection P-Value” parameter. The transcripts whose intensity value was significantly different from that of background (detection P-Value <0.01) in at least one sample of the entire series were considered “expressed” genes in the experiment and on those the following analyses were performed. More than 10,000 genes were appointed as “expressed” in the experiment. PCA (Principal Component Analysis) was done on that group of genes using scripts in Rstudio [12]. LIMMA Bioconductor package [13] was used extract of differentially expressed genes considering a factorial design model and pair-wise comparisons. A post test was used to select putative differentially genes considering genes and comparisons (i.e. “contrasts”) taking into account Benjamini Hochberg multiple comparison correction. The genes passing a cut-off of adjusted P-Value <0.05 and |log_2_ratio| >1 were retained as differentially expressed. The selection of differentially expressed genes considered the following comparison (KO: Tmprss6 KO; IDA: Iron Deficiency Anemia; UT: untreated; LPS: LPS treatment).

KO.UT-IDA.UT.

KO.LPS-IDA.LPS.

IDA.LPS-IDA.UT.

KO.LPS-KO.UT.

(KO.LPS-KO.UT)-(IDA.LPS-IDA.UT) = Interaction.

(KO.LPS+KO.UT)-(IDA.LPS+IDA.UT) = Genotype.

(KO.LPS+IDA.LPS)-(KO.UT+IDA.UT) = Treatment.

A biological term enrichment analysis using Gene Ontology biological process database was performed using DAVID tool [14] [15] considering the background list of “expressed” genes and the single lists deriving from the differentially expressed genes in specific contrasts i.e.: Genotype, Interaction and the single pairwise comparisons in basal and stimulated conditions (KO.UT-IDA.UT, KO.LPS-IDA.LPS).

The enriched categories were selected for being enriched in comparison under investigation and not in the background of “expressed” genes. GoSemSim package [16] was used to calculate semantic distances among Gene ontology biological process terms and the results used to cluster the biological terms so grouping related categories using hierarchical clustering.

The same procedure of enrichment was done considering the KEGG pathway database [17] [18] and the DAVID server [14].

The microarray data were deposited in NCBI’s Gene Expression Omnibus public repository and are accessible through GEO Series accession number GSE46287 [19]. As additional validation of the functional profiling, a repeat analysis was carried out using Gene Set Enrichment Analysis (GSEA) [20] (GSEA Analysis S1).

### qRT-PCR

Two/three micrograms of total RNA were retro-transcribed with the High Capacity cDNA Reverse Transcription Kit (Applied Biosystem), using Random Examers and RNase Inhibitor. Gene expression levels were measure by quantitative real-time PCR using the ABI7900 Real-Time PCR System (Applied Biosystem) using TaqMan Gene Expression Master Mix (Applied Biosystem). Primers used for qRT-PCR are in Table S4. The unpaired 2-tailed Student t test was used to analyze significant changes in gene expression levels (GraphPad Prism Version 5.0a). P-Values <0.05 were considered statistical significant.

### Mouse Immune Array v2.1

RNA isolated from the spleen of IDA and Tmprss6 KO mice, treated or not with LPS, were retro-transcribed as described in the “qRT-PCR” section, pooled and analyzed by TaqMan qRT-PCR using a Mouse Immune Array v2.1 (Applied Biosystem), that allows the evaluation of the expression of about 90 immune-related genes. Hprt1 was used as the housekeeping gene. Unpaired 2-tailed Student t test was used to analyze significant changes in gene expression levels (GraphPad Prism Version 5.0a). P-Values <0.05 were considered statistical significant.

### Western Blot Analysis

Livers were lysed in lysis buffer (200 mM Tris-HCl, pH 8; 1 mM EDTA; 100 mM NaCl; 10% glycerol; 0.5% NP-40) containing a mixture of proteases (Sigma-Aldrich) and phosphatases (Roche) inhibitors. Protein extracts (80 µg) were diluted in Laemmli buffer, boiled 5 minutes, separated onto a 10% SDS-PAGE and then transferred to Hybond C membrane (Amersham Bioscience Europe GmbH) by standard Western blot technique. Blots were blocked with 5% nonfat milk in TBST (0.5 M Tris-HCl, pH 7.4; 0.15 M NaCl and 0.1% Tween 20), incubated overnight with anti-phospho-SMAD1/5/8 (1∶1000; Cell signaling; Millipore), anti-phospho-STAT3 (1∶1000; Cell Signaling), anti-NF-kB p100 (1∶1000; Cell Signaling), anti-NF-kB p65 (1∶200; Santa Cruz Biotechnology Inc.), anti-actin (1∶5000; Sigma-Aldrich). After washing with TBST, blots were incubated 1 hour with relevant HRP-conjugated antisera and developed using a chemoluminescent detection kit (ECL; Amersham Biosciences).

## Results

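Livers of 12 mice were profiled one by one on Illumina arrays, 3 mice in each of 4 groups. Wild-type mice on an iron-deficient diet with under 3 mg/kg iron for 3 weeks (IDA) and Tmprss6 KO mice on an iron-balanced diet with 200 mg/kg iron were 7 weeks old when they received saline (untreated, UT) or 0.1 mg/kg LPS, and livers were taken 6 hours later. Diet thus changed along with genotype, and each comparison of KO with IDA livers holds both. Of the 45281 probes, 12641 to 14423 per liver were detected (detection p under 0.01), at a median average signal of 129.7 to 151. By group, 12721 to 13272 were detected in untreated and 12641 to 13089 in LPS-treated IDA livers. In KO livers the ranges were 12986 to 14334 and 13544 to 14423, so that every LPS-treated KO liver exceeded every IDA liver. Xist, the non-coding RNA of the inactive X chromosome, stood at log2 intensities of 11.84 to 12.05 in 3 untreated livers (IDA UT 1, KO UT 1 and KO UT 2) and at 4.80 to 6.73 in the other 9. Eif2s3y, encoded on the Y chromosome, stood at 4.80 to 4.94 in those 3 livers and at 9.27 to 10.16 in the other 9. Differences between groups were tested with limma on log2 intensities of 11571 genes and unnamed probes and are given as log2 ratios; a gene passes at an adjusted p under 0.05, and counts over all genes also ask for an absolute log2 ratio over 1. Where no array of a group detected a gene, the difference is given as at least N-fold, taking in place of the undetected group the mean over its arrays of the lowest detected intensity, or of the gene's own intensity where that was higher.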

To study the role of *Tmprss6* in hepatic gene regulation, we performed whole genome expression profiling on individual livers of untreated and LPS-injected Tmprss6 KO vs control IDA mice. Although *Tmprss6* KO mice show a more severe iron deficiency anemia than control mice (Hb 97+/−1.5 vs 126+/−4.4 g/L [11]), liver iron content is comparable in the two groups (106.8+/−14.4 in *Tmprss6* KO mice vs 101.8+/−11.6 µg iron/g liver in IDA animals) and does not significantly change after LPS treatment, as already reported for iron deficient animals [11].

Principal Component Analysis [21] was performed on the subset of expressed genes in the experiment (see materials and methods for working definition of expressed genes). A tridimensional visualization of the first 3 principal components of the various mice groups (**Figure 1**) show that Tmprss6 KO mice formed a distinct group, illustrating the strong impact of Tmprss6 deletion on liver gene expression. 

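In untreated livers, KO mice lay at -12.1 to -7.63 on the second principal component and IDA mice at 14.7 to 26.8, so that the groups did not overlap. On the first component the untreated groups lay closer together, at -39.5 to -36.4 in KO and -34.9 to -34.1 in IDA mice. IDA UT 1, the IDA liver with an Xist signal, was the IDA liver nearest to the KO group on the second component, at 14.7. With 3 livers against 3, a two-sided exact permutation test cannot go below p = 0.1, which both components gave.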

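After LPS, IDA livers lay at 56.9 to 61.9 on the first component and KO livers at 4.08 to 18.6, between the LPS-treated IDA livers and all untreated livers. From untreated to LPS-treated livers, the group mean on this component moved by 94.0 in IDA and by 51.7 in KO mice. On the second component LPS-treated KO livers lay at -27.3 to -21.7 and LPS-treated IDA livers at 8.46 to 15.0. Each of these differences gave the smallest p that an exact permutation test of 3 against 3 livers allows, 0.1 (two-sided).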

A similar situation is maintained also in LPS treated animals, suggesting a different LPS response in the two groups of mice.

**Figure 1:**
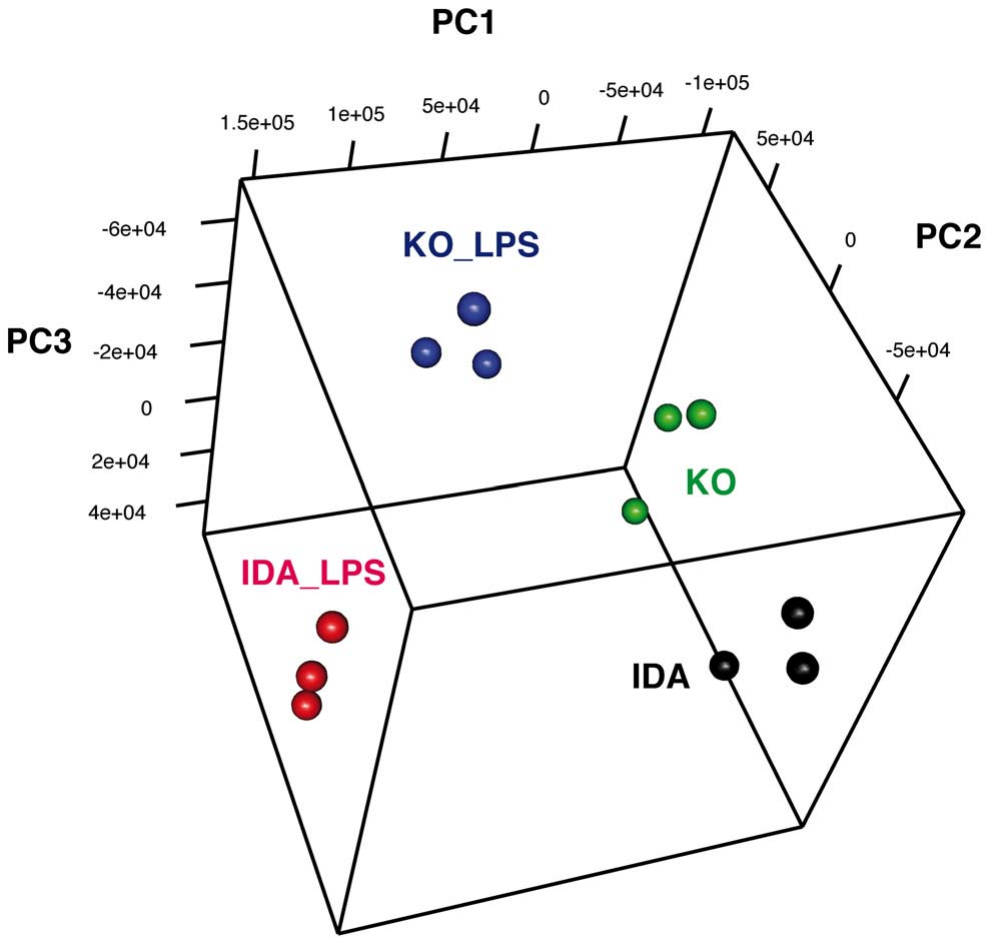
Principal component analysis of microarray data. PCA was made over normalized expression levels of expressed genes in the array (detection P-Value <0.01 in at least one sample). The first 3 principal components accounted for the 85% of explained variance and clustered apart samples coming from the different genotypes and treatments. Black: IDA. Red: IDA+LPS. Green: Tmprss6 KO. Blue: Tmprss6 KO+LPS.

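The first component separated the 6 LPS-treated from the 6 untreated livers, with a difference between means of 72.8, and the second separated the 6 KO from the 6 IDA livers, with a difference of -34.3. In both cases no liver of one set lay within the range of the other, and the two-sided exact permutation test over 924 splits gave p = 0.00216, the smallest it can give. The first 3 components of the log2 intensities carried 59.8, 13.0 and 7.14% of the variance, together 79.9%. The first component also differed by genotype among LPS-treated livers, and the third component separated neither treatment (exact permutation p = 0.552) nor genotype (p = 0.942) over all 12 livers. Within 6 livers it parted KO from IDA after LPS and LPS-treated from untreated KO livers without overlap, at the smallest p possible there, 0.1.

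**Figure D1:**
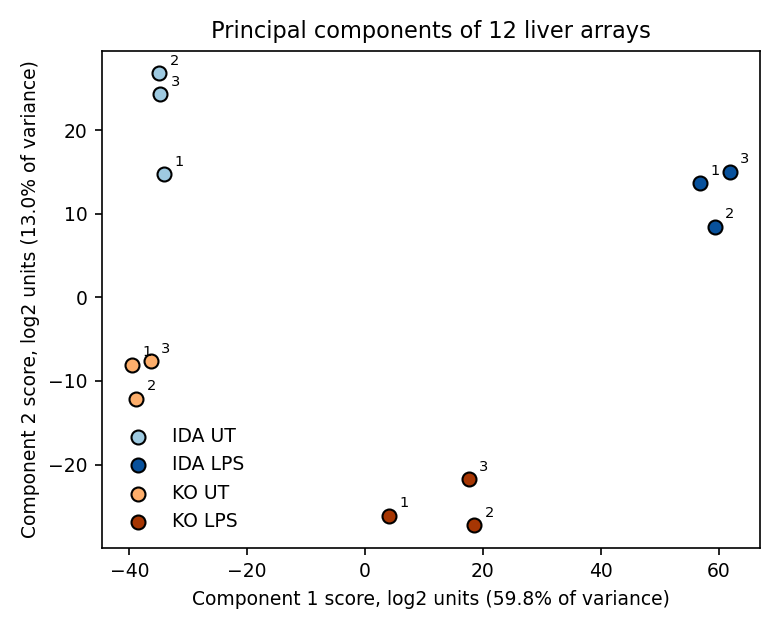
Scores of the 12 livers on the first and second principal components of log2 intensities (log2 units), 1 point per liver, coloured by group. LPS-treated livers lie to the right of all untreated livers, KO livers lie below all IDA livers, and LPS-treated KO livers lie at 4.08 to 18.6 on the first component.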

### Genes Differentially Regulated in the Absence of *Tmprss6*

To identify genes differentially expressed in the absence of Tmprss6 we used the LIMMA Bioconductor package [13]. The "Genotype contrast” identifies genes differentially expressed in *Tmprss6* KO mice compared to wild-type animals, independently of the LPS treatment. The “Treatment contrast” recognizes genes differentially regulated by the LPS treatment, independently of the genotype, whereas the “Interaction contrast” identifies genes whose expression levels are influenced by both the absence of Tmprss6 and LPS treatment (**Table S1**).

Genes selected using a cut-off of adjusted P-Value <0.05 and |log_2_ratio| >1 applying the “Genotype contrast” are shown in **Dataset S1**. 

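Hepcidin genes, part of the cell cycle genes and genes expressed more in female than in male mouse liver were higher in KO livers in the Genotype contrast, which adds the KO minus IDA difference of untreated livers to that of LPS-treated livers. Hamp2, a paralog of the hepcidin gene Hamp, had a log2 ratio of 11.26 (standard error 0.56, adjusted p = 3.02e-06), with untreated KO livers at 71.3 to 83.2% of the highest signal of the array. Of 16 measured cell cycle genes, 6 were higher, none lower and 10 did not pass, among them Ccnd1, which encodes cyclin D1 (4.77, adjusted p = 0.00168), and Mcm5, part of the replicative helicase (2.55, adjusted p = 0.00649); the list gave camera adjusted p = 0.000388 and adjusted p = 0.356 with an estimated correlation. Of 13 measured female-biased liver genes, 9 were higher, none lower and 4 did not pass (9 higher and 0 lower when adjusted over the list alone), with log2 ratios of 7.97 (adjusted p = 0.00194) for the plasma protein gene A1bg (7.62 with undetected livers at the lowest detected intensity) and 3.78 (adjusted p = 0.00118) for the thioesterase gene Acot3. Of 16 measured male-biased liver genes, 1 was higher, 5 lower and 10 did not pass (1 higher and 8 lower when adjusted over the list alone); the growth factor receptor gene Egfr was at -2.53 (adjusted p = 0.000545). With an estimated correlation neither sex-biased list passed (adjusted p = 0.356 and 0.445), and Xist was detected strongly in 2 of 3 untreated KO livers, 1 of 3 untreated IDA livers and no LPS-treated liver. With undetected genes at the lowest detected intensity, the median log2 ratio fell from 0.98 to 0.55 for the cell cycle list. For the female-biased list it fell from 3.80 to 2.58. In all, 1354 of 11571 genes and unnamed probes passed at adjusted p under 0.05 and an absolute log2 ratio over 1, 791 of them higher and 563 lower. The number was 623 with the authors' normalized intensities, 611 without background correction and 242 when the threshold was put on the mean of the 2 differences in place of their sum.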

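Tmprss6, the gene targeted in the KO mice, was lower in all 6 KO livers than in any IDA liver. Its log2 intensity was 10.29 to 11.21 in untreated IDA and 8.16 to 8.39 in untreated KO livers, and 9.43 to 10.46 in IDA and 7.72 to 7.90 in KO livers after LPS. The lowest IDA liver lay above the highest KO liver by 1.90 before and 1.53 after LPS, and the Genotype log2 ratio was -4.40 (standard error 0.38, adjusted p = 0.000108). The probe was still detected in every KO liver. Of 8 measured targets of the BMP-SMAD pathway, 7 were higher, none lower and 1 did not pass. Id1, an inhibitor of DNA binding induced by BMP signalling, had a log2 ratio of 4.81 (adjusted p = 0.000172), its relative Id2 one of 2.12 (adjusted p = 0.0113) and the hepcidin gene Hamp one of 10.44 (adjusted p = 0.000172). The Hamp ratio sets KO livers near the top of the signal range (LPS-treated ones at 76.0 to 78.4% of the highest signal) against IDA livers of which 1 did not detect it; with that liver at the lowest detected intensity of its array it was 9.88. The list gave camera adjusted p = 1.03e-07 and adjusted p = 0.0806 with an estimated correlation.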

The reliability of the method was confirmed by the selection of BMP-Son of Mother Against Decapentaplegic (SMAD) target and *Tmprss6* genes. 

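Part of the genes of the interferon and acute-phase responses were lower in KO livers in the Genotype contrast, and genes of MHC class II presentation were higher; in untreated livers no gene of these 3 lists passed. Of 8 measured genes of MHC class II presentation, 8 were higher, none lower and 0 did not pass, with log2 ratios of 1.42 (adjusted p = 0.00453) for the class II chain gene H2-Aa and 1.07 (adjusted p = 0.00820) for the invariant chain gene Cd74. Cell type markers were higher along with them: of 14 markers of Kupffer cells 4 were higher and 1 lower, and of 13 of endothelial cells 7 were higher (camera adjusted p = 0.0214 and 0.00360, adjusted p = 0.402 and 0.356 with an estimated correlation). Of 28 measured genes of the type I interferon response, none were higher, 14 lower and 14 did not pass, among them Usp18, a brake on interferon signalling, at -2.12 (adjusted p = 0.00276). Of 21 measured acute-phase protein genes, none were higher, 5 lower and 16 did not pass; the LPS-binding protein gene Lbp was at -1.04 (adjusted p = 0.00975). These 3 lists gave camera adjusted p = 4.62e-06, 5.06e-07 and 0.000271, and adjusted p = 0.0806, 0.356 and 0.356 with an estimated correlation. Of 20 measured chemokine genes, 2 were higher, 5 lower and 13 did not pass, and of 18 genes of interleukins and their receptors, 2 were higher, 5 lower and 11 did not pass; neither list passed camera (adjusted p = 0.281 and 0.138).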

The term enrichment analysis of the genes emphasized the biological processes affected by the loss of *Tmprss6*; these comprise genes related to cytokine production, immune response to microorganisms, regulation of innate immune response and proliferation and differentiation of inflammatory cells (**Figure 2**). Enriched signaling pathways are shown in **Figure 3A** and include pathways involved in Toll like receptor signaling (KEGG pathway: mmu04620; **Figure 3B**), cytokine-cytokine receptor interaction (KEGG pathway: mmu04060; **Figure S1**) and nitric oxide metabolism (KEGG pathway: mmu00910; not shown). 

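Genes of Toll-like receptor signalling and NF-kB subunits and targets that passed the Genotype contrast were mostly lower in KO livers. In untreated KO livers alone 4 of the Toll-like receptor genes were higher, 1 of the NF-kB genes was, and none of either list was lower. Of 9 markers of neutrophils and their precursors, 1 was higher and 3 were lower in the Genotype contrast (camera adjusted p = 0.0957). Of 40 measured genes of Toll-like receptor signalling, 5 were higher, 15 lower and 20 did not pass: the kinase gene Map3k8 was at -2.40 (adjusted p = 0.000333) and the adaptor gene Myd88 at -1.43 (adjusted p = 0.000236), whereas the AP-1 gene Jun of the same list was higher, at 1.84 (adjusted p = 0.0120). Of 21 measured NF-kB subunits and targets, none were higher, 17 lower and 4 did not pass (0 higher and 17 lower when adjusted over the list alone), among them Nfkbiz, a regulator of NF-kB, at -2.95 (adjusted p = 0.000160) and the adhesion molecule gene Icam1 at -2.38 (adjusted p = 6.82e-05). With an estimated correlation the adjusted p was 0.356 for the first and 0.0806 for the second list, against 0.00334 and 4.59e-13 with the preset correlation. Of 11 measured genes of nitrogen metabolism, 2 were higher, 4 lower and 5 did not pass; the carbonic anhydrase gene Car2 was higher, at 2.06 (adjusted p = 0.00148), while Car1 was lower, which no LPS-treated KO liver detected (adjusted p = 0.00179). That list did not pass camera (adjusted p = 0.349).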

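Cytochrome P450 genes went both ways in the Genotype contrast: of 37 measured P450 genes of drug metabolism, 9 were higher, 6 lower and 22 did not pass, and the list did not pass camera (adjusted p = 0.527). Cyp2b10 (3.77, adjusted p = 0.00290), Cyp2b13 (7.86, adjusted p = 0.00866) and Cyp3a25 (1.38, adjusted p = 0.00558) were higher in KO livers, and Cyp1a2 (-2.44, adjusted p = 0.00351), Cyp2c54 (-3.15, adjusted p = 0.0107) and Cyp4f14 (-2.25, adjusted p = 0.00311) were lower. Cyp7a1, the rate-limiting enzyme of bile acid synthesis, was higher (4.09, adjusted p = 0.00636), but Cyp7a1, Cyp3a25 and the chromatin remodeller gene Chd1 did not pass without the 3 Xist-positive livers, at log2 ratios of 3.02, 0.86 and -0.82 (adjusted p = 0.0980, 0.0820 and 0.125). The Cyp7a1 sum holds a log2 ratio of -1.76 (adjusted p = 0.159) in untreated livers, which did not pass, and one of 5.84 (adjusted p = 0.000102) after LPS. Of the LPS-treated IDA livers 2 did not detect Cyp7a1; with undetected livers at the lowest detected intensity of their array, the ratio after LPS was 4.97, the Genotype sum 3.22, that of Cyp2b13 6.78 and that of Col6a1 2.37. Cyp2b13 belongs to the female-biased liver genes, and 2 of 3 untreated KO livers against 1 of 3 untreated IDA livers carried a strong Xist signal. Of 30 measured extracellular matrix genes, 14 were higher, 3 lower and 13 did not pass, with log2 ratios of 2.30 (adjusted p = 0.00404) for the matrix protein gene Spon2 and 2.71 (adjusted p = 0.00856) for the collagen gene Col6a1 (camera adjusted p = 0.000433, adjusted p = 0.356 with an estimated correlation), and of 14 stellate cell markers 3 were higher and none lower. The median of the extracellular matrix list was 0.81, and 0.39 with undetected genes at the lowest detected intensity. With all livers Chd1 was lower, at -1.22 (adjusted p = 0.0103). Lbp, Cd14, Tlr2, Myd88, Nfkb2, Cxcl1, Cxcl2, Cxcl9, Cxcl10, Il1r2, Il1rn and Il6ra, which act in the response to inflammation, were all lower, with log2 ratios such as -2.39 (adjusted p = 0.00154) for Tlr2 and -3.06 (adjusted p = 0.0176) for Cxcl1; of the 12, Il6ra alone passed in untreated livers. These 12 genes were picked by the study on the same livers and are no independent evidence of a direction.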

More in detail, loss of Tmprss6 modulates genes of the cytochrome-dependent drug metabolism (as *Cyp1a2, Cyp2b13, Cyp2b20, Cyp2b9, Cyp2c54, Cyp3a25, Cyp4a12, Cyp4b1, Cyp4f14, Cyp7a1, Cyp7b1;* KEGG pathway: mmu00980), up-regulates extracellular matrix-related genes (as *Lamb3*, *Lama1*, *Wnt*, *Ccnd1*, *Chd1*), whereas down-regulates genes involved in the response to inflammation, as *Lbp*, *Cd14*, *Tlr2*, *Myd88*, *Nfkb2* (and target genes), genes encoding for members of the chemokine ligands (as *Cxcl1*, *Cxcl2, Cxcl9, Cxcl10*) and members of the interleukine receptors (as *Il1r2*, *Il1RA*, *Il1rn*, and *Il6RA*) (**Dataset S1**).

**Figure 2:**
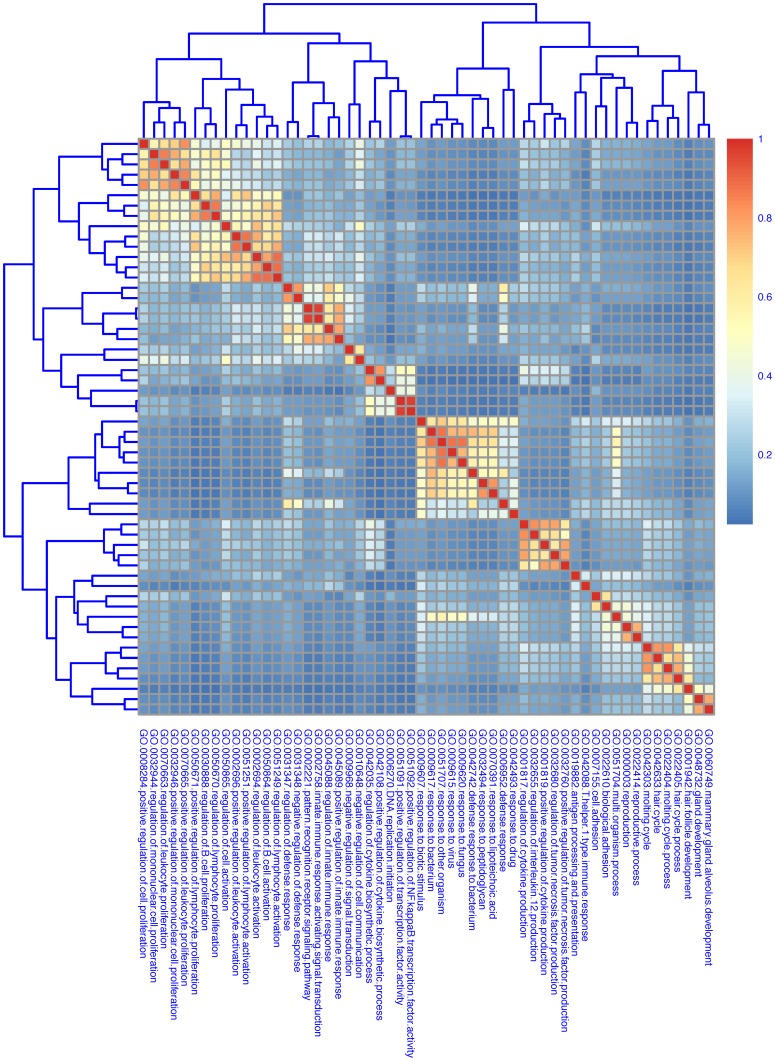
Heat map of clustered biological terms highlighted by differentially expressed genes in the “Genotype contrasts”. The heat map represents semantic similarity among gene ontology (GO) Biological Process (BP) terms. Rows and columns show the list of enriched GO BP terms derived from term enrichment analysis of Genotype significant genes. The colors represent the semantic distances calculated using GOSemSim Bioconductor package. Yellow-red clusters identify groups of terms sharing semantic similarity about biological processes.

**Figure 3:**
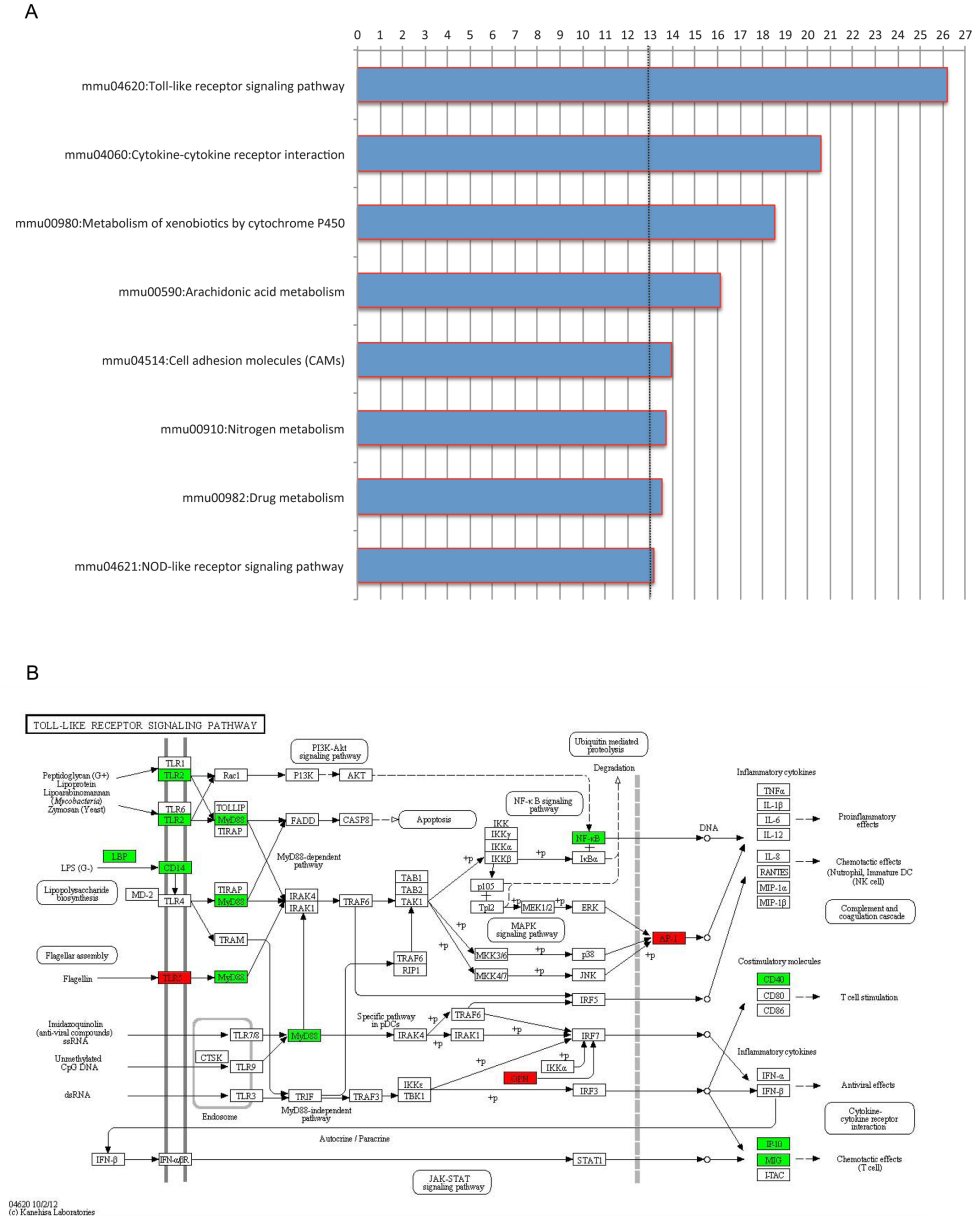
Representations of Kegg pathways enriched in the “Genotype contrast”. **A**) KEGG pathways derived from term enrichment analysis. Bars represent −10*log_10_(P-Value). The dotted line shows significance cut-off at enrichment analysis, which corresponds to a P-Value of 0.05. **B**) Representation of the KEGG Toll-Like Receptor Signaling Pathway, showing up-regulated (red boxes) and down-regulated (green boxes) genes.

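In untreated livers, part of the immediate-early and histone genes and most BMP-SMAD targets were higher in KO than in IDA mice, while genes of the interferon response and of MHC class I and class II presentation gave no call. Of 31 measured immediate-early and AP-1 genes, 15 were higher, none lower and 16 did not pass (22 higher and 0 lower when adjusted over the list alone); Ccn1, a matricellular protein gene induced by growth factors, was higher by at least 9.08-fold (adjusted p = 0.00453), the growth arrest gene Gadd45a had a log2 ratio of 2.79 (adjusted p = 0.00974) and the phosphatase gene Dusp6 one of 1.81 (adjusted p = 0.00123). Single livers stood apart in the first list: KO UT 2 was the highest untreated KO liver in 22 genes and KO UT 1 the lowest in 27, and IDA UT 1 the highest IDA liver in 25; the list also passed camera without each of them. Of 43 measured replication-dependent histone genes, 13 were higher, none lower and 30 did not pass (16 higher and 0 lower when adjusted over the list alone), such as H4c18 at 2.21 (adjusted p = 0.0179), with an adjusted p of 0.0635 without IDA UT 2, 0.0648 without IDA UT 3 and 0.0678 without KO UT 2. The 2 lists gave camera adjusted p = 2.67e-18 and 2.53e-15, and adjusted p = 0.352 and 0.513 with an estimated correlation. Besides Tmprss6, lower genes were Tomm22, part of the mitochondrial import receptor (-3.32, standard error 0.30, adjusted p = 0.000514), and C9, of the terminal complement complex (-2.17, adjusted p = 0.00942). Of the female-biased liver genes none passed in this comparison (2 when adjusted over the list alone), at a median log2 ratio of 1.34, and the same 1.34 with undetected genes set to the lowest detected intensity. In all, 136 of 11571 genes and unnamed probes passed, 106 higher and 30 lower in KO livers. Without the 3 Xist-positive livers, a choice made after seeing the data, 66 passed, 44 of them among the 136; KO UT then has 1 liver, whose spread is taken to be that of the other groups, and Gadd45a, H4c18 and C9 no longer passed, at log2 ratios of 3.06, 2.35 and -2.10 (adjusted p = 0.0533, 0.0592 and 0.167). Of the 136, 134 were tested there, and 131 kept their sign and the greater part of their log2 ratio. The count was 214 without IDA UT 1, 71 without IDA UT 2, 59 without IDA UT 3, 63 without KO UT 2, 87 without KO UT 3, 39 with only the untreated livers in the fit and 68 with the authors' intensities.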

Genes selected according to the “Genotype contrast” and significantly modulated in *Tmprss6* KO mice under basal condition are shown in **Table S1**. A selection of genes using a |log_2_ratio| >1.5 is depicted in **Table 1** **and** **Figure 4**.

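Hamp, which encodes hepcidin, was higher in untreated KO livers by a log2 ratio of 8.46 (standard error 0.71, adjusted p = 0.000469). The size of this ratio is limited at both ends: KO livers stood at 79.4 to 87.1% of the highest signal of the array, and IDA UT 1 stood at a log2 intensity of 4.94, under the lowest detected on its array (6.64), which in its place gives 7.89. Efna1, a ligand of ephrin receptors, was at 2.58 (standard error 0.28, adjusted p = 0.00149), and Depp1, an autophagy regulator, at 2.13 (standard error 0.31, adjusted p = 0.00838). The lipase gene Pnpla3 was at 3.01 (standard error 0.55, adjusted p = 0.0192), with an adjusted p of 0.0679 without IDA UT 2, and the mitochondrial carrier gene Slc25a25 at 1.96 (standard error 0.34, adjusted p = 0.0160), with an adjusted p of 0.0646 without IDA UT 3 and 0.0574 without KO UT 3. Tmprss6 itself was lower, at -2.38 (standard error 0.27, adjusted p = 0.00209). Of the 26 genes in Table 1, 24 were measured here, all with the sign of the table; 20 were higher, 2 lower and 2 did not pass, A1bg (3.83 (adjusted p = 0.0526), and 3.48 with undetected livers at the lowest detected intensity) and Id2. The study chose these genes on the same livers, so the count is not independent evidence of their direction. Between 11 (without IDA UT 3) and 23 (without IDA UT 1) passed when 1 liver was left out, and 7 when only the untreated livers were fitted.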

**Figure 4:**
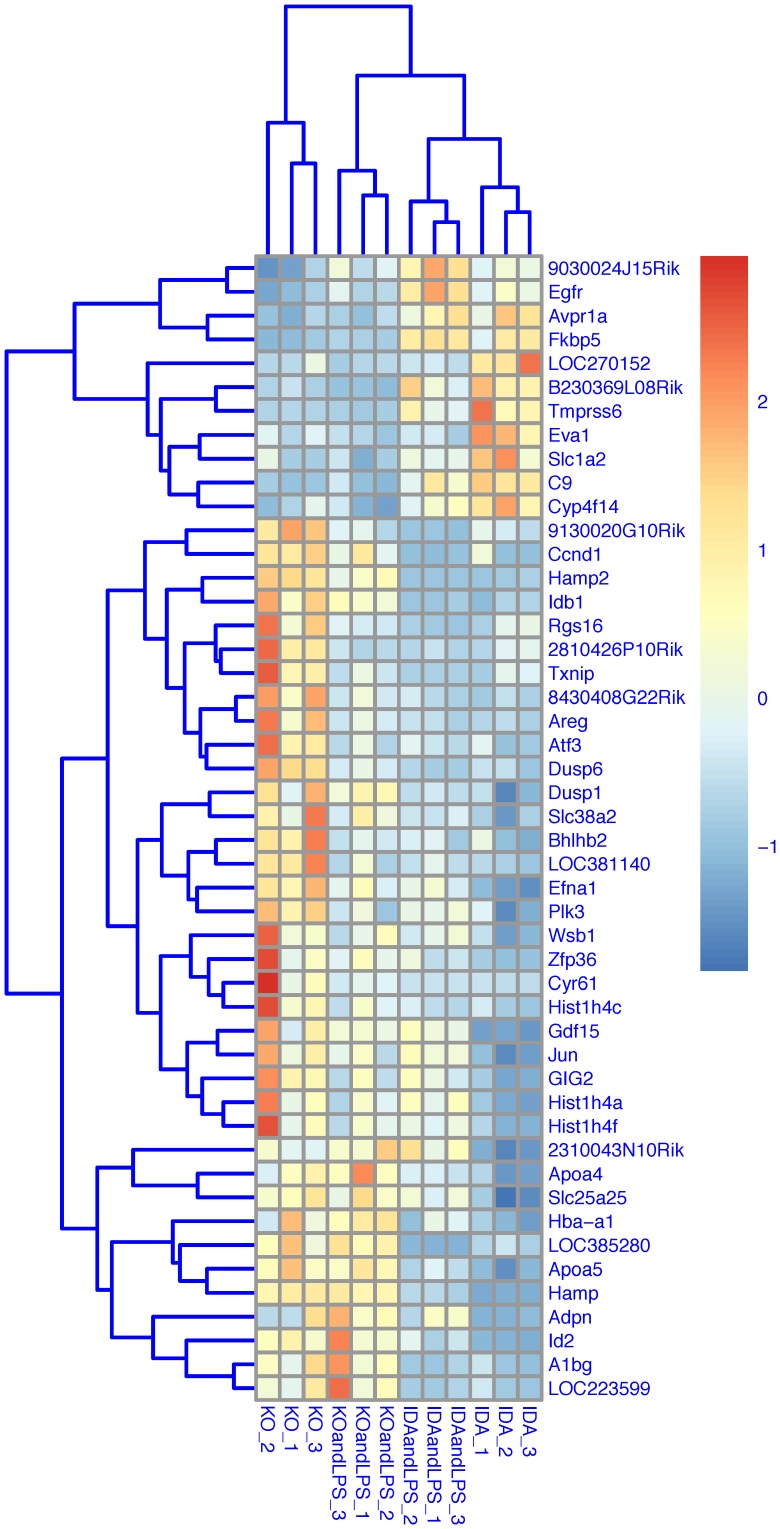
Heat map of selected genes (basal condition). The heat map represents the hierarchical clustering of 49 genes being differentially expressed according to the “Interaction contrast” (adjusted P-Value <0.05 and |log_2_ratio| >1). The expression level of each gene has been standardized by subtracting the gene’s mean expression and then dividing by the standard deviation across all samples. This scaled expression value, denoted as the Row Z-score, is plotted in red-blue scale color, with red indicating high expression.

**Table 1:** Genes differentially regulated under basal conditions in the liver of Tmprss6^−/−^ vs IDA mice.

Genes	Log_2_ratio^1^	Adj P-Value
Hamp	7,472	0,000007
Hamp2	4,585	0,000179
Gdf15	3,83	0,000393
Atf3	3,009	0,02693
LOC223599	2,893	0,043808
Adpn	2,581	0,023763
Efna1	2,448	0,001157
Ccnd1	2,173	0,038212
Cyr61	2,142	0,014522
8430408G22Rik	2,113	0,005684
Idb1	2,071	0,001819
Apoa4	1,914	0,020438
Slc25a25	1,872	0,013536
Id2	1,778	0,00337
Dusp6	1,768	0,000593
Jun	1,75	0,005684
Zfp36	1,723	0,018945
A1bg	1,67	0,027991
Txnip	1,65	0,029919
Hist1h4f	1,612	0,01967
Dusp1	1,61	0,029021
Hist1h4c	1,568	0,025547
9130020G10Rik	1,514	0,012299
Hist1h4a	1,51	0,015287
C9	−1,841	0,00606
Tmprss6	−1,905	0,00337

1: Log_2_ratio refers to the contrast KO.UT-IDA.UT.

Up-regulation of BMP-SMAD-target genes, such as *Hamp* and *Idb1,* was previously reported in Pagani et al. [11]. Our microarray data indicate that also *Hamp2*, *Id2*, *Atoh8* and *Smad6* are up-regulated (**Dataset S1**). 

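BMP-SMAD targets rose together in untreated KO livers: of 8 measured genes, 7 were higher, none lower and 1 did not pass, and all 8 passed when adjusted over the list alone. Hamp2 was higher by a log2 ratio of 4.76 (standard error 0.40, adjusted p = 0.000469) and Id1 by 2.66 (standard error 0.33, adjusted p = 0.00372). Atoh8, a transcription factor downstream of BMP signalling, was detected in no IDA liver and was higher in untreated KO livers by at least 1.89-fold (adjusted p = 0.000841). Smad6, an inhibitory SMAD, was also detected in no IDA liver and was higher in untreated KO livers (adjusted p = 0.0311), at an intensity too near the detection limit for a bound. The brightest probe of Id2 gave 0.93 (standard error 0.36, adjusted p = 0.201), and its other 2 probes 2.31 and 1.29. The list passed camera with the preset (adjusted p = 5.58e-15) and with an estimated correlation (adjusted p = 0.0199). The adjusted p of Smad6 was 0.0522 without IDA UT 1, 0.0889 without IDA UT 2, 0.0782 without IDA UT 3, 0.108 without KO UT 2 and 0.0894 without KO UT 3, and the gene did not pass with the authors' intensities either.

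**Figure D2:**
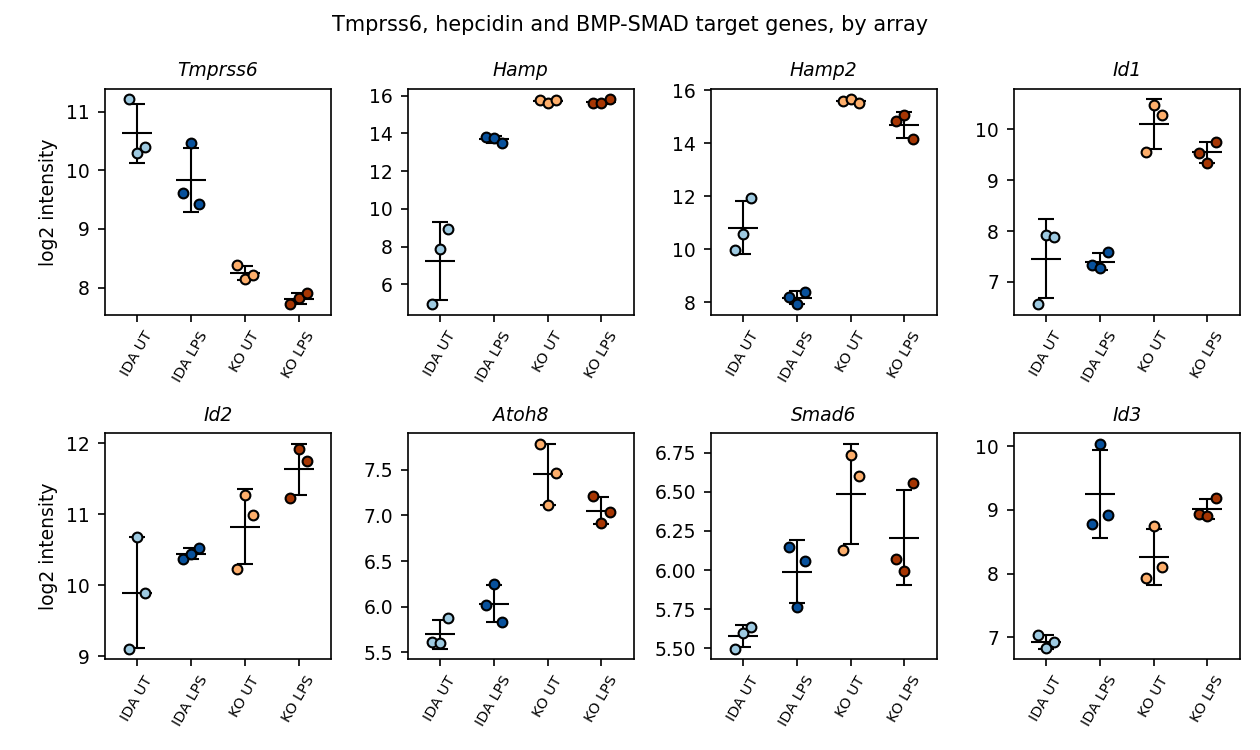
Log2 normalized intensity (y axis) of Tmprss6 and 7 BMP-SMAD targets in each of the 4 groups (x axis); points are single livers and bars group means with standard deviations. Tmprss6 lies lower and Hamp2, Id1 and Atoh8 lie higher in the 3 untreated KO livers than in all untreated IDA livers.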

In agreement with the activation of the BMP-SMAD pathway, phosphorylation of SMAD1/5/8 proteins is increased in *Tmprss6* KO livers compared to IDA mice (**Figure 5**).

**Figure 5:**
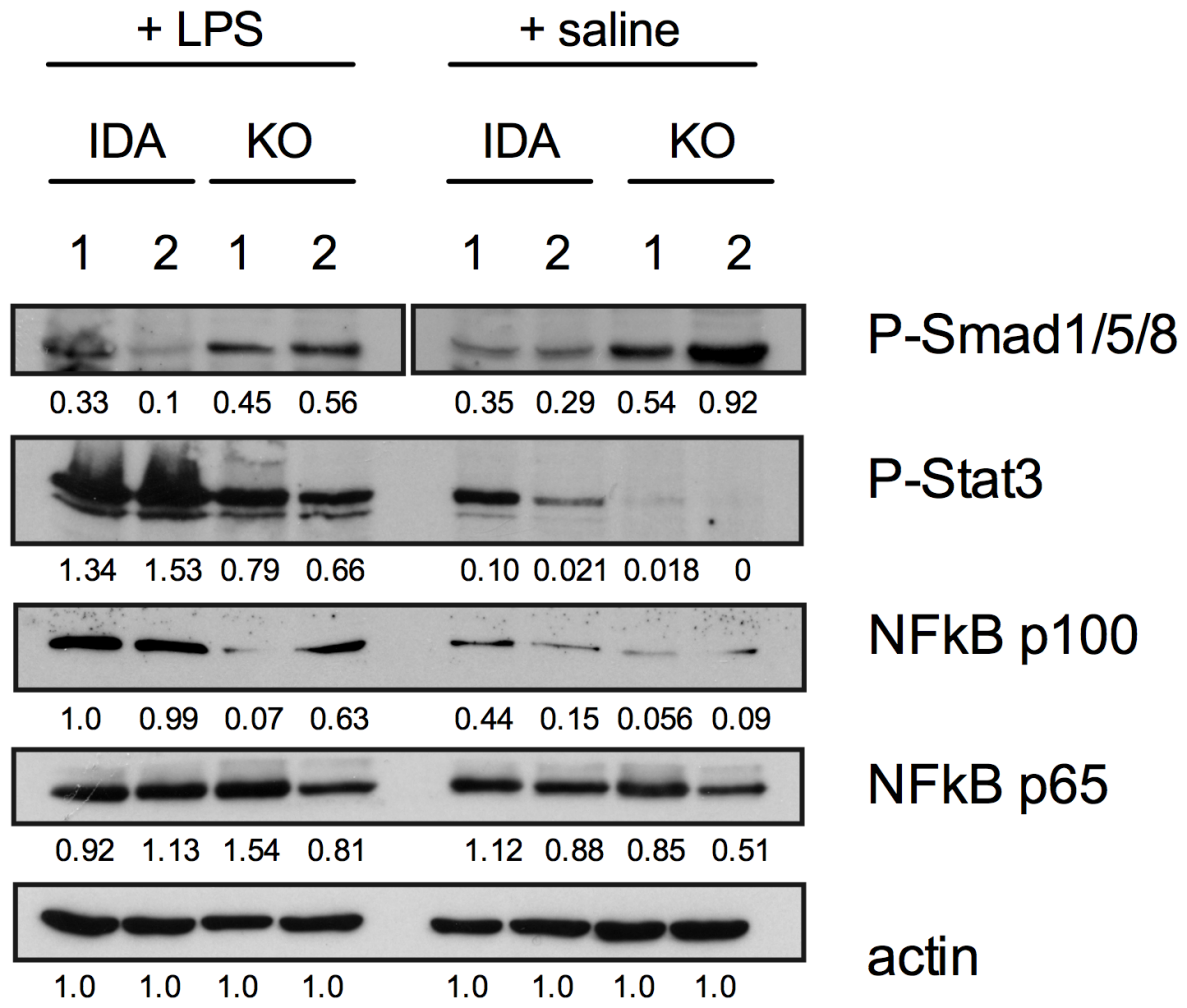
Analysis of liver BMP-SMAD, STAT3 and NF-kB proteins activation. Livers were dissociated as described in the “Material and Methods” section; extracts were subjected to SDS-PAGE and Western Blot performed using anti-Phosphorylated-SMAD1/5/8 (P-SMAD), anti-Phosphorylated-STAT3 (P-STAT3), anti-NF-kB p100, and anti-NF-kB p65. Protein levels were quantified by densitometric analysis of P-SMAD, P-STAT3, NF-kB p100 and NF-kB p65 specific bands, normalized to actin. 1 and 2 refers to liver extracts from two different mice. The numbers under the panels indicate arbitrary densitometric unit.

Variation of expression of representative genes (**Table 1**) was confirmed by qRT-PCR. Expression of *Gdf15*, *Atf3*, *Efna1*, *Ccdn1*, *Apoa4* and *Jun* was increased (**Figure 6** **)**, and expression of *C9*, that participates in the formation of Membrane Attack Complex and plays a key role in innate and adaptive immune response, was decreased. *Mup3* that encodes for major urinary protein 3, showed a trend towards reduction in Tmprss6 KO mice (**Figure 6**).

**Figure 6:**
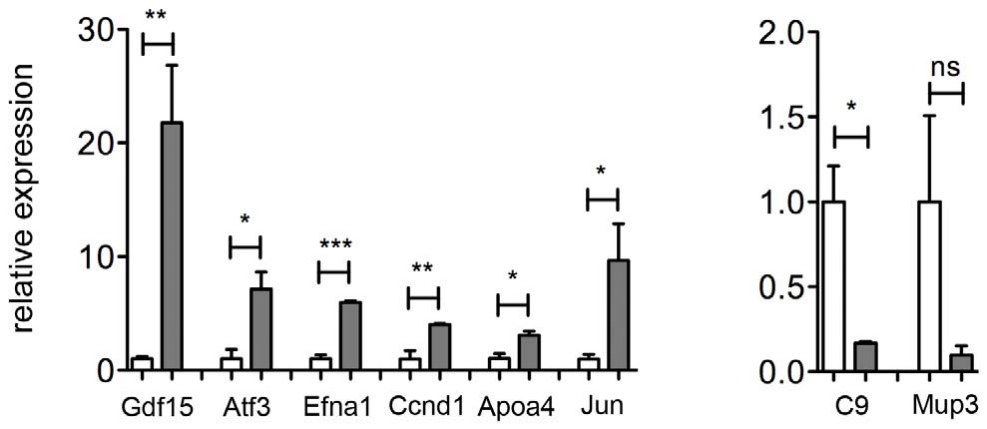
Genes differentially expressed under basal conditions. Total liver RNA was isolated from Tmprss6 KO and IDA mice. mRNA expression was quantified by TaqMan qRT-PCR. Hprt1 was used as the housekeeping gene. mRNA expression ratio was normalized to an IDA mean value of 1. Error bars indicate Standard Error.; ns, not significant; *P<0.05; **P<0.01; and ***P<0.001. White bar: IDA mice; grey bar: *Tmprss6* KO mice.

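Acute-phase, interferon-induced and chemokine genes were among those that rose in the Treatment contrast, which adds the LPS response of IDA livers to that of KO livers, and genes of bile acid and glucose metabolism were among those that fell. The serum amyloid gene Saa3 had a log2 ratio of 16.14 (standard error 0.48, adjusted p = 1.94e-09), the interferon-induced GTPase gene Gbp2 one of 11.78 (standard error 0.36, adjusted p = 1.94e-09) and the chemokine gene Cxcl9 one of 11.19 (standard error 0.42, adjusted p = 6.33e-09). After LPS, Saa3 lay at 81.6 to 88.2% and Cxcl9 at 84.9 to 92.6% of the highest signal of the array in IDA livers, which limits the rise that the arrays can show. Irak3, a brake on Toll-like receptor signalling, was at 8.58 (standard error 0.31, adjusted p = 5.30e-09). Among lower genes were Cyp7a1, at -8.23 (standard error 0.86, adjusted p = 1.24e-05) (-7.36 with undetected livers at the lowest detected intensity), the glucose transporter gene Slc2a2, at -4.59 (standard error 0.23, adjusted p = 5.48e-08), and the glucose-6-phosphatase gene G6pc, at -3.85 (standard error 0.53, adjusted p = 9.64e-05). The 3250 genes and unnamed probes passing divided into 1557 higher and 1693 lower ones. The median log2 ratio of all 11571 was -0.10, and -0.23 when the livers were scaled to equal medians. When the threshold of 1 was put on the mean of the 2 responses in place of their sum, 1083 passed.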

The expected strong impact of LPS on liver gene expression is shown in **Figure S2**. 

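In IDA livers LPS raised genes of the acute phase, the interferon responses, NF-kB and the unfolded protein response, and lowered genes of MHC class II presentation. Of 21 measured acute-phase protein genes, 18 were higher, none lower and 3 did not pass; Lcn2, an iron-siderophore-binding protein, had a log2 ratio of 6.48 (standard error 0.42, adjusted p = 4.67e-07) and the orosomucoid gene Orm2 one of 4.94 (standard error 0.21, adjusted p = 4.68e-08). Of 28 measured genes of the type I interferon response, 27 were higher, none lower and 1 did not pass, such as the ubiquitin-like modifier gene Isg15 (6.83, adjusted p = 1.30e-07). 10 of 11 interferon-gamma-inducible GTPase genes rose and 1 fell. Of 21 measured NF-kB subunits and targets, 19 were higher, 1 lower and 1 did not pass, with Tnfaip3, a feedback inhibitor of NF-kB, at 4.86 (adjusted p = 1.99e-07) and at 4.42 with undetected livers at the lowest detected intensity. Of 28 measured genes of endoplasmic reticulum stress and the integrated stress response, 25 were higher, none lower and 3 did not pass, with the chaperone gene Creld2 at 4.52 (adjusted p = 5.31e-08). Of 8 measured genes of MHC class II presentation, none were higher, 7 lower and 1 did not pass, with H2-Eb1 at -1.14 (adjusted p = 0.000109). The acute-phase, NF-kB and stress lists also passed with an estimated correlation (adjusted p = 0.0433 for each), whereas the type I interferon, GTPase and MHC class II lists passed camera alone (adjusted p = 0.102 with an estimated correlation for each). Among cell type markers, of 14 markers of Kupffer cells 8 were lower and 4 higher (camera adjusted p = 0.156), and of 13 of endothelial cells 9 were lower and 1 higher (camera adjusted p = 0.00513, adjusted p = 0.169 with an estimated correlation). Markers of neutrophils and their precursors moved the other way, 8 of 9 higher and none lower, and passed camera (adjusted p = 3.40e-06) and with an estimated correlation (adjusted p = 0.0433). After LPS, Saa1 reached 94.3 to 98.0% and Lcn2 91.1 to 94.6% of the highest signal of the array in IDA livers, which limits how large a rise the arrays can show.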

Genes modulated according to the “Treatment contrast” are related to the inflammatory response, the regulation of defense and innate immune response, cytokines production, response to DNA damage, antigen presentation and processing, T cell activation, response to viruses, bacteria and peptidoglycan, ion transport and hair cycle and follicle development.

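LPS raised acute-phase, interferon and chemokine genes in both groups, and fewer NF-kB targets and immediate-early genes rose in KO livers. Counts of risen genes do not compare the size of the 2 responses, which the Interaction contrast tests. Of the measured acute-phase genes, 18 of 21 in IDA and 18 in KO livers rose, of the type I interferon genes 27 of 28 in IDA and 25 in KO livers, and of the chemokine genes 14 of 20 in IDA and 14 in KO livers. Of the chemokine genes 4 fell in IDA livers and none in KO livers, with an adjusted p of 0.102 and 0.0374 with an estimated correlation. Of the markers of neutrophils and their precursors 7 rose in KO livers and none fell. NF-kB subunits and targets rose for 19 of 21 in IDA and 13 in KO livers. Of the 31 immediate-early and AP-1 genes, 13 rose and 2 fell in IDA livers, against 1 and 10 in KO livers, where KO LPS 1 was the highest LPS-treated KO liver in 22. With an estimated correlation the NF-kB list did not pass in KO livers (adjusted p = 0.0611), nor the immediate-early list in either (adjusted p = 0.464 in IDA and 0.426 in KO livers). The proteasome subunit gene Psmb8 rose by 2.60 (adjusted p = 1.59e-06) in IDA and 2.49 (adjusted p = 1.04e-05) in KO livers, the signalling gene Stat3 by 1.85 (adjusted p = 6.94e-07) and 1.24 (adjusted p = 6.27e-05). LPS changed 1855 genes and unnamed probes in IDA livers (946 higher, 909 lower) and 602 in KO livers (417 higher, 185 lower); the sets shared 357 higher and 128 lower ones, where 34.1 and 14.5 would be shared by independent sets. Of the 3250 genes that passed the Treatment contrast, 87.4% had a smaller absolute response in KO livers, with median log2 ratios in the direction of that contrast of 1.07 in IDA and 0.58 in KO livers.

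**Figure D3:**
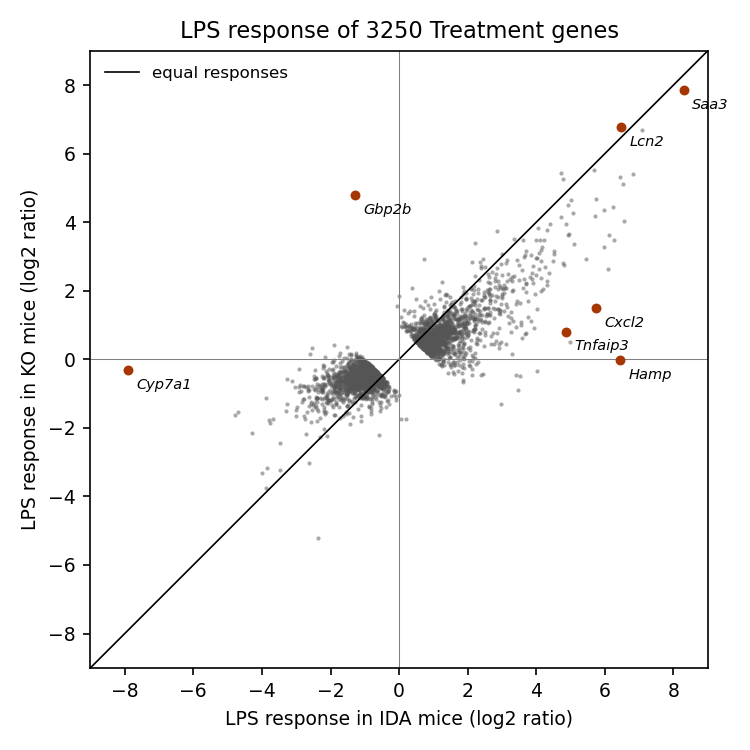
Fitted log2 ratio of the LPS response in IDA livers (x axis) against that in KO livers (y axis), 1 point for each of 3250 genes and unnamed probes passing the Treatment contrast; the line marks equal responses, and 7 genes are marked in colour. 87.4% of the points have a smaller absolute log2 ratio in KO livers.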

Fewer genes are modulated by LPS treatment in Tmprss6 KO mice compared to IDA animals (**Table S1**). Results of relevant genes, selected according to the “Genotype contrast” and with a |log_2_ratio| >1.5 for LPS treatment are summarized in **Table 2** **and Figure S3.** Selected genes, analyzed by qRT-PCR, are shown in **Figure 7**. 

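After LPS, Hamp2 was higher in KO than in IDA livers by a log2 ratio of 6.50 (standard error 0.40, adjusted p = 8.19e-06). Ppp1r3g, a regulator of glycogen synthesis, was at 4.00 (standard error 0.52, adjusted p = 0.000310), and Slc40a1, which encodes the iron exporter ferroportin, at 2.34 (standard error 0.26, adjusted p = 0.000128). Lower genes were Zc3h12a, a ribonuclease that degrades cytokine mRNA, at -2.68 (standard error 0.17, adjusted p = 8.19e-06), Cish, a suppressor of cytokine signalling, at -2.81 (standard error 0.28, adjusted p = 8.51e-05), and Atg16l2, a relative of an autophagy gene, at -2.82 (standard error 0.23, adjusted p = 2.60e-05). Gbp2b, an interferon-induced GTPase gene detected in no LPS-treated IDA liver, was higher by at least 39.4-fold (adjusted p = 9.82e-06). Of the 72 genes in Table 2, 63 were measured here, all with the sign of the table; 29 were higher, 32 lower and 2 did not pass, the ferritin receptor gene Scara5 (-0.28, adjusted p = 0.238) and Hamp (1.99, adjusted p = 0.0540). These genes, too, were chosen by the study on the same livers, so the count is no independent evidence. Between 58 (without KO LPS 1) and 62 passed when 1 liver was left out.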

Although the expression levels of these genes do not change under basal conditions (data not shown), their LPS-mediated activation is strongly impaired in *Tmprss6* KO mice. *Cyp2b9*, *Slc2a2*, *Fbxo21* and *Fos* are up-regulated in *Tmprss6* KO animals. Interestingly, the F-box protein family, that includes also Fbxo21, is involved in Iron Regulatory Protein 2 degradation by proteasome during iron-replete condition through phosphorylation-dependent ubiquitination [22], [23]. Genes involved in the regulation of the inflammatory response, as Nfkbiz, Tlr2, Icam1, Tnfaip2 and Il1rn, are strongly down-regulated in *Tmprss6* KO mice. Due to the blunted LPS response and the reduced leukocytes recruitment in *Tmprss6* KO animals [11] we analyzed the expression of liver genes involved in these signaling pathways. As shown in **Figure 7**, *Cxcl1*, *Irak3*, *Myd88* and *Socs3* are reduced in LPS-treated *Tmprss6* KO animals, confirming the impairment of the TLR-mediated signaling pathway. This evidence is further supported by the reduced expression of *Cd40*, implying the impairment of NF-kB and Stat signaling in mutant mice [24].

**Figure 7:**
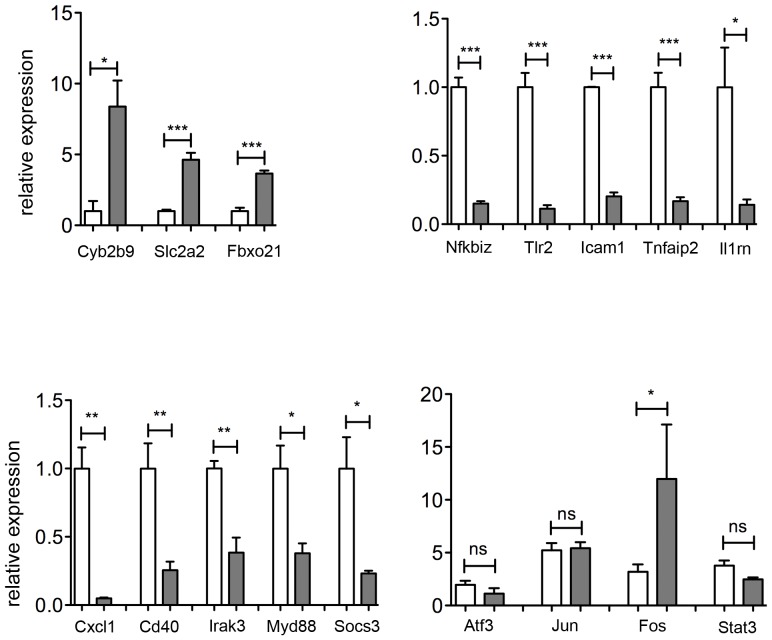
Genes differentially expressed after LPS treatment. Total liver RNA was isolated from Tmprss6 KO and IDA mice treated with LPS to induce acute inflammation (3 mice each group). TaqMan qRT-PCR was used to quantify mRNA expression and Hprt1 was used as the housekeeping gene. mRNA expression ratio was normalized to an IDA mean value of 1. Error bars indicate Standard Error.; ns, not significant; *P<0.05; **P<0.01; and ***P<0.001. White bar: IDA mice; grey bar: *Tmprss6* KO mice.

**Table 2:** Genes differentially regulated by LPS in the liver of Tmprss6^−/−^ vs IDA mice.

Genes	Log_2_ratio^1^	Adj P-Value	Genes	Log_2_ratio^1^	Adj P-Value
Hamp2	5,96	0,000004	Adamts4	−1,52	0,000886
Gbp1	4,613	0,000006	Ets2	−1,525	0,000056
Cyp7a1	4,387	0,000115	LOC381941	−1,527	0,000029
Cyp2b9	3,953	0,007918	Cxcl10	−1,531	0,000112
LOC223599	3,461	0,002313	Gvin1	−1,543	0,000457
EG243881	3,387	0,001134	Il1rn	−1,605	0,000258
Cyp2b13	3,184	0,025006	Zc3h12a	−1,611	0,000004
LOC385280	2,936	0,000009	Pglyrp1	−1,63	0,000009
1600032L17Rik	2,776	0,001008	Bcl3	−1,666	0,000004
Pte2a	2,598	0,000348	Upp1	−1,676	0,000025
G6pc	2,595	0,000322	Mx1	−1,69	0,000085
G0s2	2,418	0,000287	Cldn14	−1,692	0,000016
Slc40a1	2,222	0,000073	Tyki	−1,708	0,002997
Ccnd1	2,14	0,005597	Relb	−1,734	0,000006
Cyp2b20	2,102	0,002568	Samhd1	−1,741	0,000029
Gpr120	2,013	0,013532	Creld2	−1,758	0,000043
A1bg	1,934	0,001607	Gbp2	−1,784	0,000243
Hamp	1,908	0,005391	Slpi	−1,806	0,0024
D0H4S114	1,88	0,001148	Phlda1	−1,825	0,000512
BC056929	1,86	0,000187	T2bp	−1,833	0,000004
Slc2a2	1,728	0,000016	Tnfaip2	−1,885	0,000045
Cib3	1,699	0,005469	Dscr1	−1,892	0,000995
1810054O13Rik	1,659	0,000549	Icam1	−1,98	0,000004
Gal3st1	1,658	0,000159	Elf3	−2,143	0,00003
Mcc	1,633	0,000054	Cd14	−2,204	0,000566
Idb1	1,63	0,000409	IL1RA	−2,232	0,000034
Mpra	1,606	0,000081	Ifit2	−2,32	0,002581
Cbr3	1,571	0,002616	2410118P20Rik	−2,394	0,000006
Spon2	1,567	0,001891	2510004L01Rik	−2,465	0,001127
Etnk2	1,559	0,043315	Tlr2	−2,481	0,000016
Fbxo21	1,551	0,000049	Cish	−2,557	0,000031
2310047C17Rik	1,53	0,000205	Nfkbiz	−2,576	0,000004
Esm1	1,522	0,041553	Tnfaip3	−2,689	0,000004
Arrdc3	1,515	0,032914	Scara5	−2,691	0,000043
0610038K03Rik	1,508	0,000016	Cxcl2	−2,79	0,000017
4930572L20Rik	1,506	0,000102	Cxcl1	−3,111	0,000862

1: Log_2_ratio refers to the contrast KO.LPS-IDA.LPS.

Using anti-P-Stat3, we showed that Stat3 signaling was strongly decreased in *Tmprss6* KO mice both under basal condition and after LPS injection (**Figure 5**), whereas no changes were observed at the mRNA level (**Figure 7D**). Of the two NF-kB key signaling molecules (p100 and p65) only p100 is decreased in *Tmprss6* KO animals, suggesting a mild impairment of the pathway (**Figure 5**).

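Most NF-kB targets and part of the immediate-early, histone and endoplasmic reticulum stress genes had negative log2 ratios in the Interaction contrast (LPS response in KO minus that in IDA livers), and most genes of MHC class II presentation and part of those of bile acid synthesis had positive ones. Of 21 measured NF-kB subunits and targets, 1 was higher, 17 lower and 3 did not pass, with the adhesion molecule gene Icam1 at -1.74 (adjusted p = 0.000656). Of 31 measured immediate-early and AP-1 genes, none were higher, 14 lower and 17 did not pass (0 higher and 19 lower when adjusted over the list alone), with Gadd45a at -4.36 (adjusted p = 0.00208) and Ier3, an apoptosis regulator, at -3.88 (adjusted p = 0.000656); their median was -1.42, and the same with undetected genes at the floor. Of 43 measured replication-dependent histone genes, none were higher, 18 lower and 25 did not pass, and of 28 measured genes of endoplasmic reticulum stress, none were higher, 13 lower and 15 did not pass, among them Ddit3, a transcription factor of that response (-2.45, adjusted p = 0.000656). Of 8 measured genes of MHC class II presentation, 7 were higher, none lower and 1 did not pass, with Cd74 at 1.26 (adjusted p = 0.00792), and of 18 measured genes of bile acid synthesis and transport, 8 were higher, 1 lower and 9 did not pass, with Cyp8b1 at 2.14 (adjusted p = 0.00428). Positive too were 3 of 14 markers of Kupffer cells, 4 of 13 of endothelial and 1 of 14 of stellate cells, and no such marker was negative; with an estimated correlation these lists gave an adjusted p of 0.490, 0.288 and 0.560. Of 9 markers of neutrophils and their precursors, 1 was positive and 3 were negative (camera adjusted p = 0.0117, adjusted p = 0.270 with an estimated correlation). Of 28 measured genes of the type I interferon response, none were higher, 7 lower and 21 did not pass (camera adjusted p = 7.58e-08, adjusted p = 0.317 with an estimated correlation). Of the 36 lists, 16 passed camera and none did with an estimated correlation; for the 6 lists named first the adjusted p was then 0.0619 (NF-kB, stress and MHC class II), 0.270 (immediate-early and histones) and 0.227 (bile acids). In all, 632 genes and unnamed probes passed, 297 with a positive and 335 with a negative log2 ratio, against 328 with the authors' intensities and 327 without background correction.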

The “Interaction contrast” was applied to examine to what extent the genotype influences the inflammatory response and biological term enrichment analysis highlighted the LPS-related biological processes modified by the absence of Tmprss6 (**Figure 8**). These include signaling pathways related to innate immune and defense responses (*Relb* and *Nfkbiz*), production of pro-inflammatory cytokines (as *Cxcl2*, *Cxcl12*, *Il1r2*, *Il1RA*, *Tnfaip2* and *Tnfaip3*), response to bacteria and peptidoglycan (as *Tlr2*). 

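Nfkbiz had an Interaction log2 ratio of -2.56 (standard error 0.28, adjusted p = 0.000635), Tnfaip3 one of -4.05 (standard error 0.39, adjusted p = 0.000593) (-3.62 with undetected livers at the lowest detected intensity) and Tnfaip2, another NF-kB target, one of -2.56 (standard error 0.44, adjusted p = 0.00538). The receptor gene Tlr2 was at -2.78 (standard error 0.37, adjusted p = 0.00171) and Il1rn, which encodes the interleukin-1 receptor antagonist, at -2.03 (standard error 0.47, adjusted p = 0.0200). Relb, an NF-kB subunit, Cxcl2, a neutrophil-attracting chemokine, and Il1r2, a decoy receptor for interleukin-1, also passed (adjusted p = 0.000656, 0.00137 and 0.000593), and no untreated liver detected any of them. After LPS these 3 genes were lower in KO than in IDA livers, Relb at -2.62 (adjusted p = 2.06e-05), Cxcl2 at -4.00 (adjusted p = 6.73e-05) (with the undetected liver at the lowest detected intensity -3.71) and Il1r2 by at least 2.87-fold (adjusted p = 2.21e-05). Cxcl12, a chemokine expressed by stromal cells, had a positive ratio of 1.10 (standard error 0.15, adjusted p = 0.00185): it fell by 1.32 in IDA livers (adjusted p = 2.14e-06) and did not pass in KO livers (-0.23, adjusted p = 0.166). These genes were named by the study on the same livers.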

Interestingly, genes specifically modulated in *Tmprss6* KO mice are *Hamp*, as expected, but also *Gdf15*, *Cyp7a1,* the liver specific heme enzyme that synthetizes bile acid from cholesterol, and *Prss8*, which encodes for prostasin, a GPI-anchored serine protease belonging to the type II transmembrane serine proteases as Tmprss6 (**Figure 9**).

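Hamp rose after LPS in IDA livers by a log2 ratio of 6.45 (standard error 0.71, adjusted p = 2.15e-05) and stood at -0.02 (adjusted p = 0.989) in KO livers, with an Interaction log2 ratio of -6.47 (standard error 1.00, adjusted p = 0.00338). In untreated KO livers its signal was already near the highest of the array, which bounds how large a rise the arrays can show, and IDA UT 1 did not detect it, which at the lowest detected intensity gives a rise of 5.88 and an Interaction log2 ratio of -5.90. Cyp7a1 fell by a log2 ratio of 7.91 (standard error 0.61, adjusted p = 1.54e-06) in IDA livers, was at -0.31 (adjusted p = 0.768) in KO livers, and had an Interaction log2 ratio of 7.60 (standard error 0.86, adjusted p = 0.000683). With the 2 LPS-treated IDA livers that did not detect Cyp7a1 at the lowest detected intensity of their array, the fall was 7.04 and the Interaction log2 ratio 6.73. Prss8, which encodes prostasin, fell by 1.07 (adjusted p = 0.000172) in IDA livers and was at 0.07 (adjusted p = 0.804) in KO livers; its Interaction log2 ratio of 1.14 (adjusted p = 0.00908) did not pass without the 3 Xist-positive livers (0.87, adjusted p = 0.120).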

**Figure 8:**
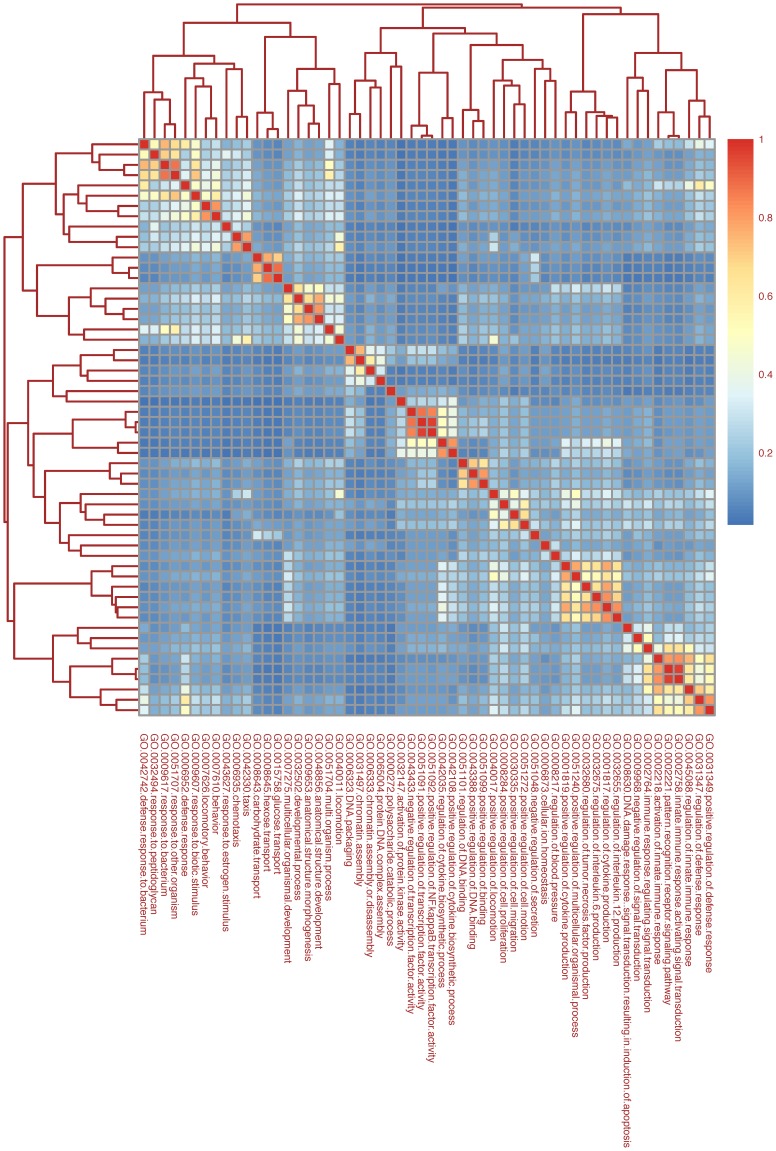
Heat map of clustered biological terms highlighted by differentially expressed genes in the “Interaction contrasts”. The heat map represents semantic similarity among gene ontology (GO) Biological Process (BP) terms. Rows and columns show the list of enriched GO BP terms derived from term enrichment analysis of Interaction significant genes. The colors represent the semantic distances calculated using GOSemSim Bioconductor package. Yellow-red clusters identify groups of terms sharing semantic similarity about biological processes.

**Figure 9:**
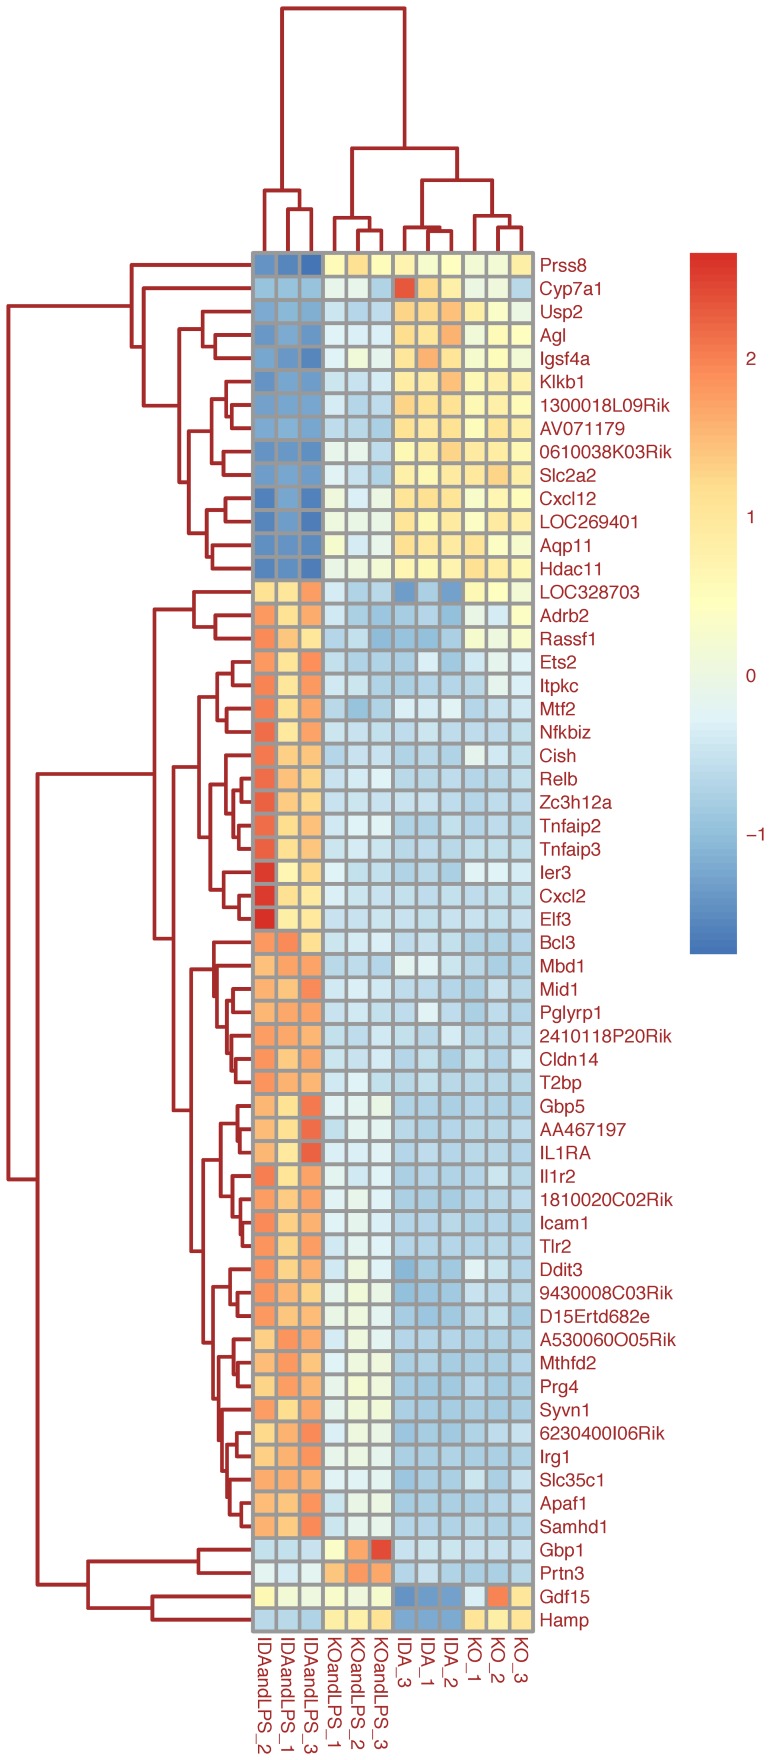
Heat map of selected genes (“Interaction contrast”). The heat map represents the hierarchical clustering of 59 genes being differentially expressed according to the “Interaction contrast” (adjusted P-Value <0.05 and |log_2_ratio| >1). The expression level of each gene has been standardized by subtracting the gene’s mean expression and then dividing by the standard deviation across all samples. This scaled expression value, denoted as the Row Z-score, is plotted in red-blue scale color, with red indicating high expression.

### Expression of Immune Genes in Total Spleen *of Tmprss6* KO and IDA Mice

Together with the liver, spleen macrophages are the principal mediators of the inflammatory-anti-inflammatory response. We investigated the expression of immune-related genes in spleen of IDA and *Tmprss6* KO mice, treated or not with LPS by using the Mouse Immune Array v2.1 (AB) which allows testing >90 immune genes. Results of relevant genes selected using a cut off value of |log_2_ratio| >1.5 are shown in **Table S2.**

Compared to IDA, *Tmprss6* KO mice under basal condition up-regulate transferrin receptor 1 (*Tfrc)* and the anti-inflammatory gene *Bcl2l1*, whereas down-regulate several pro-inflammatory genes, in particular *Il1beta, Tnf alpha*, the hematopoietin cytokine family (*Il4* and *Il15*) and *Cd40lg*, which belongs to the “cytokine-cytokine receptor interaction” family. Compatible with a blunted response to LPS, nitric oxide synthase 2 (*Nos2*), pro-inflammatory cytokines (*Il6* and *Ifng*), the chemokine ligand *Cxcl11*, and molecules involved in the positive regulation of the inflammatory response (*Ptgs2* or *Cox-2*), are down-regulated in *Tmprss6* KO mice. On the other hand, few immune genes as *Bcl2l1*, *Hmox1* and *Tfrc* are up-regulated after LPS in *Tmprss6* KO mice.

To investigate whether the transcriptional changes observed in KO vs IDA spleens, after LPS challenge, were due to different basal expression levels, expression fold changes were evaluated in the two groups of mice. Most of the spleen immune genes were up-regulated at similar levels in the two groups whereas few were down-regulated in KO compared to IDA animals (**Figure S4A**). *Ccr2*, *Hmox1*, *Vegfa* and *Tfrc* showed opposite regulation (up in KO and down in IDA) (**Figure S4B**).

### Potential *Tmprss6* Target Genes

In the attempt to distinguish whether high hepcidin or lack of *Tmprss6* determines the anti-inflammatory phenotype, we used different approaches. First we injected IDA mice with hepcidin and analyzed the expression of differentially modulated genes (Table 1). Acute hepcidin treatment strongly decreases *Gdf15, Atf3, and Efna1* expression 8 hours post-injection. *C9* is only slightly down-regulated, whereas *Apoa4* is increased by hepcidin injection (**Figure S5**). To investigate the modulation of the same genes in chronic conditions of low and high hepcidin, we studied their liver expression in iron deficient (IDA), iron balanced (IB) and iron loaded (IL) wild type mice. As expected, hepcidin was down- and up-regulated in iron deficiency and overload respectively, and genes such as *Ccdn1* and *Apoa4* were modulated according to the iron/hepcidin levels (**Figure 10**), as already reported [25]. However, *Gdf15, Atf3, Efna1*, *Jun* and *C9* expression remained unchanged even in IL mice, excluding that high hepcidin is responsible for variation of these genes in *Tmprss6* KO mice (**Figure 10**).

**Figure 10:**
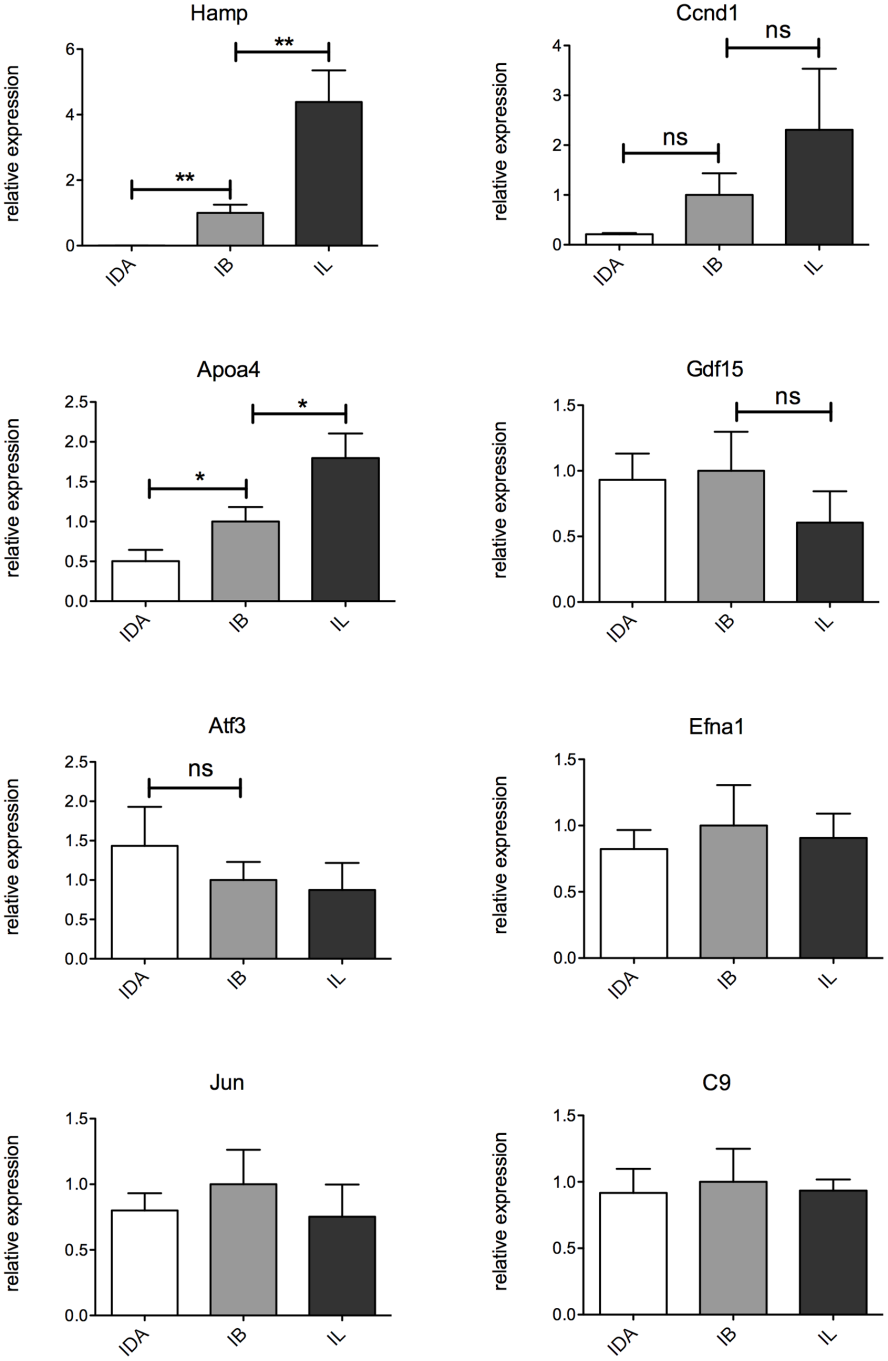
Modulation of representative genes by iron/hepcidin. 7 weeks old mice (n = 4 per group) were maintained an iron deficient (IDA, white bar), iron balanced (IB, light grey bar) and iron loaded (IL, dark grey bar) diet for 3 wks. Liver mRNA expression was measured by TaqMan qRT-PCR. Hprt1 was used as the housekeeping gene. mRNA expression ratio was normalized to an IB mean value of 1. Error bars indicate Standard Error; ns, not significant; *P<0.05 and **P<0.01.

## Discussion

Hepcidin is a liver “defensin-like” acute phase protein with anti-microbial activity *in vitro* and potentially *in vivo* due to its ability to decrease plasma iron, a growth factor for invading pathogens. In response to inflammation, not only liver but also macrophages strongly increase hepcidin production, amplifying iron retention through the autocrine effect of hepcidin on macrophage ferroportin [26]. The inflammation-mediated hepcidin regulation has clinical relevance, since macrophage iron sequestration results in iron restricted erythropoiesis and Anemia of Chronic Disease (ACD), a common type of anemia observed in infections and acute and chronic inflammatory disorders as an adaptation mechanism. The anti-inflammatory role of hepcidin might not only be limited to intracellular iron sequestration. Changes in hepcidin (and/or of iron levels) might modulate the inflammatory response in vivo. Although the kinetics and doses of LPS were different in the different experimental settings, mouse models characterized by low hepcidin and iron overload, as *Hfe* ^−/−^ [27] and *hepcidin* ^−/−^ mice [6], up-regulate inflammatory genes in response to LPS more actively than wild type animals. Moreover, IL6 treatment of liver conditional *Smad4* deficient mice [28] strongly induced liver acute phase proteins expression (*Crp* and *Saa-1*), compared to control animals. On the contrary, *Tmprss6* KO mice, characterized by iron deficient anemia and high hepcidin, have a blunted inflammatory response compared to mice with a diet-induced iron deficient anemia and low hepcidin [11].

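After LPS, most genes of NF-kB and the type I interferon response and part of those of Toll-like receptor signalling were lower in KO than in IDA livers, and most markers of Kupffer cells and genes of MHC class II presentation were higher. Of 21 measured NF-kB subunits and targets, 1 was higher, 20 lower and 0 did not pass, with Tnfaip3 at -3.22 (adjusted p = 3.61e-05). Of 40 measured genes of Toll-like receptor signalling, 2 were higher, 19 lower and 19 did not pass, with Cd14 at -2.23 (adjusted p = 0.00161). Of 28 measured genes of the type I interferon response, none were higher, 20 lower and 8 did not pass, with the antiviral gene Rsad2 at -2.51 (adjusted p = 0.00178). KO LPS 1 was the lowest LPS-treated KO liver in 24 of these genes; in Rsad2 it stood at a log2 intensity of 10.83 against 13.12 and 12.30 in the other 2, and Rsad2 and the list also passed without it. Of 8 measured genes of MHC class II presentation, 8 were higher, none lower and 0 did not pass, with H2-Eb1 at 1.33 (adjusted p = 0.000181). Of 14 measured markers of Kupffer cells and macrophages, 9 were higher, 1 lower and 4 did not pass, with the mannose receptor gene Mrc1 at 1.54 (adjusted p = 0.000762), and of 9 measured markers of neutrophils and their precursors, 1 was higher, 5 lower and 3 did not pass, with Retnlg at -1.90 (adjusted p = 0.00457). With an estimated correlation none of the 36 lists passed; the adjusted p was then 0.0723 for the NF-kB and MHC class II lists, 0.314 for the Kupffer cell markers and 0.284 for the other 3. In all, 783 genes and unnamed probes passed, 446 higher and 337 lower in KO livers; 348 passed with the authors' intensities and 349 without background correction. From the lower expression of immune genes, the paper proposes that high hepcidin, the absence of Tmprss6, or both go with an anti-inflammatory phenotype.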

The genome-wide expression profiling of *Tmprss6* KO mice livers, compared to IDA animals, revealed the downregulation of genes involved in immune response, suggesting that high hepcidin and/or absence of *Tmprss6* are associated with an anti-inflammatory phenotype. The evidence of a decreased STAT3 and NF-kB signaling, both at RNA and protein levels, further supports this finding, strengthening the pro-inflammatory role of Tmprss6, compatible with the finding of a pro-inflammatory condition in iron deficiency anemia [11], a condition characterized by TMPRSS6 activation [29] [30]. As additional validation of this profiling, a further analysis has been carried out using the Gene Set Enrichment Analysis (GSEA) [20]. 

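Part of the genes of endoplasmic reticulum stress and of the interferon-gamma-inducible GTPases were also lower in KO livers in the Genotype contrast. Of 28 measured genes of endoplasmic reticulum stress and the integrated stress response, 1 was higher, 14 lower and 13 did not pass, with Creld2 at -2.04 (adjusted p = 0.000903) and the chaperone gene Hyou1 at -2.12 (adjusted p = 0.00323). Of 11 measured interferon-gamma-inducible GTPase genes, 1 was higher, 6 lower and 4 did not pass, with Gbp2 at -2.64 (adjusted p = 0.000761); KO LPS 1 was the lowest LPS-treated KO liver in 10 of the 11. Of 18 measured genes of MHC class I presentation, none were higher, 4 lower and 14 did not pass, and of 23 measured genes of JAK-STAT signalling and its feedback, 2 were higher, 5 lower and 16 did not pass, with the interleukin-6 receptor gene Il6ra at -1.65 (adjusted p = 0.000454). The first 3 lists passed camera (adjusted p = 4.59e-05, 0.00285 and 0.0174) and the JAK-STAT list did not (adjusted p = 0.0766). None of them passed with an estimated correlation (adjusted p = 0.282 for the stress list and 0.356 for the other 3). In untreated livers 2 genes of the stress list and 3 of the JAK-STAT list were higher, none of the stress list was lower and 1 of the JAK-STAT list was.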

Gene sets related to inflammation and immune response are significantly enriched among the negative correlated genes (GSEA Analysis S1).

Liver gene expression profile of *Tmprss6* KO mouse is available in the literature [9], however the experiment was performed on a single animal using a wild type iron replete animal as control, and thus is not comparable to our analysis.

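After LPS, BMP-SMAD targets were higher in KO than in IDA livers: of 8 measured genes, 5 were higher, none lower and 3 did not pass. Id1 was at 2.16 (standard error 0.33, adjusted p = 0.000919), and Atoh8 was higher by at least 1.37-fold (adjusted p = 0.00153). The list passed camera (adjusted p = 0.00133), with an adjusted p = 0.284 with an estimated correlation. Its median log2 ratio after LPS was 1.10, and 0.82 with undetected genes at the floor.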

Due to the genetic loss of the BMP pathway physiological inhibitor [31], some BMP-SMAD target genes are up-regulated in *Tmprss6* KO mice. Indeed in these mice we show an increased phosphorylation of SMAD1/5/8, expected to be low in conditions of iron deficiency. Other up-regulated genes, such as *Gdf15*, *Atf3* and *Jun*, are linked to an anti-inflammatory response. 

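Jun, a subunit of AP-1, was higher in untreated KO livers by a log2 ratio of 2.15 (standard error 0.31, adjusted p = 0.00840), rose after LPS in IDA livers by 1.85 (standard error 0.31, adjusted p = 0.000488) and was at -0.62 (adjusted p = 0.197) after LPS in KO livers. Its Interaction log2 ratio was -2.47 (standard error 0.44, adjusted p = 0.00621). Atf3, a stress-induced transcription factor, was higher in untreated KO livers by 4.00 (standard error 0.88, adjusted p = 0.0385) (3.59 with undetected livers at the lowest detected intensity), but this passed no longer when any of 10 single livers was left out, with an adjusted p of 0.122 without IDA UT 2, 0.119 without IDA UT 3, 0.0594 without IDA LPS 1, 0.0521 without IDA LPS 2, 0.0551 without IDA LPS 3, 0.0741 without KO UT 1, 0.125 without KO UT 2, 0.0890 without KO UT 3, 0.0528 without KO LPS 2 and 0.0521 without KO LPS 3. After LPS, Jun was at -0.31 (adjusted p = 0.476) and Atf3 at -0.29 (adjusted p = 0.837) in KO against IDA livers, and neither passed.

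**Figure D4:**
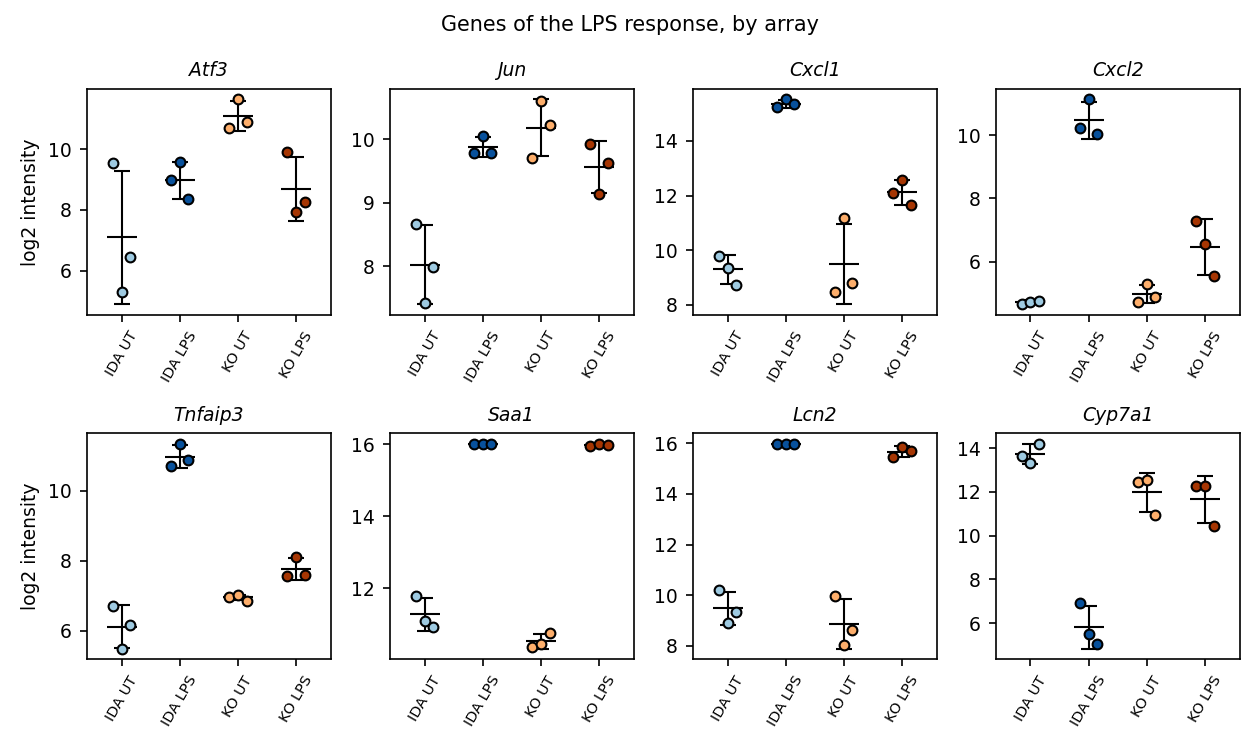
Log2 normalized intensity (y axis) of 8 genes in each of the 4 groups (x axis); points are single livers and bars group means with standard deviations. In untreated livers Jun lies higher in all 3 KO livers than in all 3 IDA livers, whereas Saa1 lies near the top of the signal range in all 6 LPS-treated livers.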

*Gdf15*, a secreted member of the transforming growth factor (TGF)-beta superfamily highly expressed in liver tissue and in erythroid precursors, is commonly up-regulated during inflammation and exerts its function through phosphorylation of SMAD2 and SMAD3 [32]. *Gdf15* inhibits leukocyte integrin activation thus reducing inflammatory cell recruitment after myocardial infarction [33], a finding in agreement with the reduced leukocytes recruitment observed in LPS-treated *Tmprss6* KO mice [11]. Although *Gdf15* is activated by inflammation, *Tmprss6* KO mice do not show increased inflammatory cytokines, suggesting that in these mice *Gdf15* is up-regulated by an inflammation-independent mechanism. *Gdf15* has been proposed also as a hepcidin inhibitor [34]. However, the high hepcidin levels suggest that either *Tmprss6* KO mice lack *Gdf15* target molecule(s) or that *Gdf15* does not inhibit hepcidin *in vivo*, as recently proposed [35]. *Atf3* is a member of the Activation Transcription Factor family, which represses IL-6, IL-12 and other cytokines downstream Toll-like receptor 4 (TLR4) and provides a negative feedback to prevent excessive inflammation [36]. *Atf3* is activated by inflammation and by the TGF-beta mediator Smad3 [37], suggesting a functional connection with *Gdf15*.

The transcription factor *Jun* participates with other proteins (Fos, ATF and JDP) in the formation of activator protein 1 (AP-1) complex, essential in regulating gene expression in response to a variety of stimuli as cytokines, growth factors, stress, and infections. Functional cross-talk between TGF-beta, SMAD proteins and Jun has been demonstrated: the SMAD3/SMAD4 heterodimer acts synergistically with the Jun/Fos heterodimer to activate transcription in response to TGF-beta [38]. This finding is of interest since *Gdf15, Atf3* and *Jun*, all participate to the AP-1 complex formation.

In the attempt to distinguish whether the observed transcriptional changes are due to the genetic loss of *Tmprss6* and/or to the differential regulation of the *BMP-SMAD*-target genes, as hepcidin, we analyzed the expression of some representative genes (**Figure 10** and **Figure S5**) in conditions of acute and chronic high hepcidin. Acute hepcidin injection in IDA mice does not substantially change the expression of the studied genes, and even strongly down-regulates *Gdf15* and *Jun.*, Dietary iron loaded mice with chronic high hepcidin do not modulate the expression of the representative genes, excluding a role for hepcidin in their regulation.

Our approach of comparing *Tmprss6* KO mice with IDA animals eliminates the contribution of iron deficiency to the modulation of gene expression. This allows an interesting comparison with published data on the opposite model of *Hfe* hemochromatosis [25]. The liver expression profiling of the *Hfe^−/−^* mice was analyzed versus iron-loaded animals, excluding transcriptional changes due to iron overload. 

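Of the histocompatibility class II genes of Table S3, H2-Ab1 was at 0.17 (adjusted p = 0.708), H2-Aa at 0.09 (adjusted p = 0.855) and Cd74 at -0.10 (adjusted p = 0.813) in untreated KO against IDA livers, and none of these passed. After LPS they were higher, H2-Ab1 at 1.34 (adjusted p = 0.000530), H2-Aa at 1.33 (adjusted p = 0.000683) and Cd74 at 1.16 (adjusted p = 0.000593). The suppressor gene Socs3 was at -0.17 (adjusted p = 0.871) in untreated livers and lower after LPS, at -1.46 (adjusted p = 0.0191, and 0.0698 without IDA LPS 2, 0.0550 without IDA LPS 3 and 0.0583 without KO LPS 1); the apoptosis-related gene Phlda1 was at 0.03 (adjusted p = 0.971). After LPS Phlda1 was lower, at -1.94 (adjusted p = 0.000689). The stress response gene Egr1 was at 2.07 (adjusted p = 0.0590) in untreated livers and did not pass.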

Comparing *Tmprss6* KO and *Hfe^−/−^* liver transcriptomes reveals interesting opposite expression of specific genes, as shown in **Table S3**. First, some inflammation related genes, such as Il6ra and acute phase proteins (*Mup4, Saa1, Saa2, Saa3),* down-regulated or unchanged in *Tmprss6* KO mice are up-regulated in *Hfe^−/−^* mice. 

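The serum amyloid genes Saa1, Saa2 and Saa3 did not pass in untreated KO against IDA livers: Saa1 was at -0.75 (adjusted p = 0.0611) and Saa3 at -0.25 (adjusted p = 0.757), and Saa2, which no untreated liver detected, had an adjusted p of 0.736. Il6ra was lower in untreated KO livers, at -0.88 (standard error 0.14, adjusted p = 0.0117), with an adjusted p of 0.0500 without IDA UT 3 and 0.133 without the 3 Xist-positive livers, where fewer livers enter and the log2 ratio was -0.95. After LPS it was lower again, at -0.78 (standard error 0.14, adjusted p = 0.00240).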

On the contrary, *Hamp1*, genes participating to the stress response (*Egr1* and Gadd45g) and immune genes (suppressors of cytokine signaling and histocompatibility class II Ag) are down-regulated in *Hfe^−/−^* but not in *Tmprss6* KO animals. Considering that the BMP-SMAD pathway is attenuated in *Hfe−/−* [39] and strongly activated in *Tmprss6* KO mice it is tempting to speculate that these differences are related to the activity of this pathway. Further studies are needed to verify this hypothesis.

## Supporting Information

Figure S1 **Representations of KEGG pathways enriched in the “genotype contrast”.** Representation of the KEGG signaling pathway Cytokine-Cytokine Receptor Interaction, showing up-regulated (red boxes) and down-regulated (green boxes) genes
(TIFF)

Figure S2 **Heat map of clustered biological terms highlighted by differentially expressed genes in the “Treatment contrast”.** The heat map represents semantic similarity among gene ontology (GO) Biological Process (BP) terms. Rows and columns show the list of enriched GO BP terms derived from term enrichment analysis of Treatment significant genes. The colors represent the semantic distances calculated using GOSemSim Bioconductor package. Yellow-red clusters identify groups of terms sharing semantic similarity about biological processes.
(TIFF)

Figure S3 **Heat map of genes modulated by LPS treatment.** The heat map represents the hierarchical clustering of 72 genes being differentially expressed according to the “genotype contrast” and the pair-wise comparison KO.LPS-IDA.LPS (adjusted P-Value <0.05 and |log_2_ratio| >1.5). The expression level of each gene has been standardized by subtracting that gene’s mean expression and then dividing by the standard deviation across all samples. This scaled expression value, denoted as the Row Z-score, is plotted in red-blue scale color, with red indicating high expression.
(TIFF)

Figure S4 **Overlap in immune spleen genes after LPS treatment. A**) Venn diagrams represent overlap in immune genes significantly up-regulated (left panel) or down-regulated (right panel) in the spleen of Tmprss6 KO and IDA mice upon LPS challenge. **B**) List of immune genes selectively up-regulated (left panel) or down-regulated (right panel) only in one group of mice.
(TIF)

Figure S5 **Transcriptional modulation of representative liver genes by acute hepcidin treatment.** TaqMan qRT-PCR was used to analyze gene expression in the liver of 7 wks old mice IDA mice pretreated with hepcidin (100 µg) or vehicle (n = 4 per group). Hprt1 was used as housekeeping gene to normalize gene expression. mRNA expression ratio was normalized to an IDA (-hepcidin) mean value of 1. ns: not significant; **: P<0.01; ***; P<0.001. White bar: vehicle-injected IDA mice; grey bar: hepcidin-injected IDA mice.
(TIF)

GSEA Analysis S1 **Gene Set Enrichment Analysis (GSEA) analysis of “Genotype” significant genes.**
(DOCX)

Table S1 **Summary of the differential expression results.**
(DOCX)

Table S2 **Analysis of selected immune genes in spleen of** ***Tmprss6*** **^−/−^ compared to IDA mice.**
(DOCX)

Table S3 **Comparison between** ***Tmprss6*** **KO and** ***Hfe*** **−/− on the expression of selected liver genes.**
(DOCX)

Table S4 **List of oligonucleotides primers used for qRT-PCR.**
(DOCX)

Dataset S1 **Limma modeling expression data.** The table listed the results obtained by limma modeling and testing for the differential expression using the following contrasts: KO.UT-ID.UT; KO.LPS-ID.LPS; ID.LPS-ID.UT; KO.LPS-KO.UT.
(XLSX)

# Supplementary material for: A Strong Anti-Inflammatory Signature Revealed by Liver Transcription Profiling of Tmprss6−/− Mice
**Source:** PLoS One. 2013 Jul 29;8(7):e69694. doi: 10.1371/journal.pone.0069694
**Supplement:** GSEA Analysis S1 — Gene Set Enrichment Analysis (GSEA) analysis of “Genotype” significant genes.

***GSEA analysis of “Genotype” significant genes***

Gene Set Enrichment Analysis (GSEA) [[1](#_ENREF_1)], which identifies groups of genes enriched towards the top or bottom of a ranked list of genes based on a running sum statistic, has been used to identify functionally related groups of genes whose expression pattern was correlated with the template defined by the C2 curated gene set from MSigDB [[1](#_ENREF_1)], regarding chemical and genetic perturbations [[1](#_ENREF_1)]. “Genotype” significant terms have been used to perform the enrichment analysis. This analysis gave qualitatively very similar results to those obtained using DAVID[[2](#_ENREF_2)].

At the default FDR P-Value cut-off within GSEA of 0.25, 41 gene sets showed significant enrichment in the following **Table**.

| **NAME** | **FDR q-val** |
| --- | --- |
| ALTEMEIER_RESPONSE_TO_LPS_WITH_MECHANICAL_VENTILATION | 0 |
| SEKI_INFLAMMATORY_RESPONSE_LPS_UP | 0 |
| PEDRIOLI_MIR31_TARGETS_DN | 0 |
| ZHANG_RESPONSE_TO_IKK_INHIBITOR_AND_TNF_UP | 4,49E-04 |
| ZHOU_INFLAMMATORY_RESPONSE_LPS_UP | 5,62E-04 |
| ICHIBA_GRAFT_VERSUS_HOST_DISEASE_D7_UP | 5,64E-04 |
| GRAESSMANN_APOPTOSIS_BY_SERUM_DEPRIVATION_UP | 0,002316428 |
| RASHI_RESPONSE_TO_IONIZING_RADIATION_2 | 0,005067661 |
| GRAESSMANN_RESPONSE_TO_MC_AND_SERUM_DEPRIVATION_UP | 0,00534636 |
| ZHOU_INFLAMMATORY_RESPONSE_FIMA_UP | 0,015026657 |
| CHARAFE_BREAST_CANCER_LUMINAL_VS_BASAL_DN | 0,0168102 |
| GALINDO_IMMUNE_RESPONSE_TO_ENTEROTOXIN | 0,02875455 |
| REACTOME_CYTOKINE_SIGNALING_IN_IMMUNE_SYSTEM | 0,03045428 |
| ZWANG_CLASS_3_TRANSIENTLY_INDUCED_BY_EGF | 0,03284944 |
| ACEVEDO_FGFR1_TARGETS_IN_PROSTATE_CANCER_MODEL_UP | 0,03377026 |
| MCLACHLAN_DENTAL_CARIES_UP | 0,039672695 |
| ZHOU_INFLAMMATORY_RESPONSE_LIVE_UP | 0,041062746 |
| MCLACHLAN_DENTAL_CARIES_DN | 0,042074595 |
| ACEVEDO_LIVER_TUMOR_VS_NORMAL_ADJACENT_TISSUE_UP | 0,04970385 |
| ONDER_CDH1_TARGETS_2_DN | 0,050082497 |
| HORIUCHI_WTAP_TARGETS_UP | 0,05550856 |
| MIKKELSEN_ES_ICP_WITH_H3K4ME3 | 0,069666125 |
| MARKEY_RB1_ACUTE_LOF_UP | 0,07076531 |
| OSWALD_HEMATOPOIETIC_STEM_CELL_IN_COLLAGEN_GEL_UP | 0,07730035 |
| FOSTER_TOLERANT_MACROPHAGE_DN | 0,091524735 |
| MARTENS_BOUND_BY_PML_RARA_FUSION | 0,10039572 |
| BERTUCCI_MEDULLARY_VS_DUCTAL_BREAST_CANCER_UP | 0,11027289 |
| HAN_SATB1_TARGETS_DN | 0,11276612 |
| REACTOME_IMMUNE_SYSTEM | 0,11519858 |
| YANG_BCL3_TARGETS_UP | 0,116795816 |
| BOQUEST_STEM_CELL_CULTURED_VS_FRESH_UP | 0,118457295 |
| SENESE_HDAC1_TARGETS_UP | 0,17709301 |
| RUTELLA_RESPONSE_TO_CSF2RB_AND_IL4_DN | 0,17863813 |
| PHONG_TNF_RESPONSE_NOT_VIA_P38 | 0,1842554 |
| HIRSCH_CELLULAR_TRANSFORMATION_SIGNATURE_UP | 0,19029449 |
| GOZGIT_ESR1_TARGETS_DN | 0,1935991 |
| RUTELLA_RESPONSE_TO_HGF_VS_CSF2RB_AND_IL4_UP | 0,19487873 |
| QI_PLASMACYTOMA_UP | 0,19691738 |
| ENK_UV_RESPONSE_EPIDERMIS_UP | 0,24534228 |
| NUYTTEN_EZH2_TARGETS_UP | 0,24687678 |
| CHEN_METABOLIC_SYNDROM_NETWORK | 0,24838467 |

Gene sets related to inflammation and immune response proved to be significantly enriched among the negative correlated genes, as shown by the enrichment plots in **Figures 1A and 1B**

A leading-edge subset analysis has been performed as well, aiming at finding genes, which drive the enrichment results, considering the 41 significant gene sets (**Figure 2**)

**Experimental Procedures**

A pre-ranked analysis has been performed using 508 “Genotype” significant genes derived from LIMMA analysis towards c2-2.all.v3.1.symbols belonging to the C2 curated gene set database MSigDB, regarding chemical and genetic perturbations. This database contains 4850 gene sets. The pre-ranked analysis has been performed using default parameters (Categories with fewer than 15, or greater than 500 members, were excluded from the analysis, 1000 permutations have been done). Leading edge analysis has been performed on the 41 significant gene sets with default parameters.

**References**

1. Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, et al. (2005) Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proceedings of the National Academy of Sciences of the United States of America 102: 15545-15550.

2. Huang da W, Sherman BT, Lempicki RA (2009) Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc 4: 44-57.

**Legend to Figures**

**Figure 1.** Profile of the Running Enrichment Score & Positions of Gene Set Members on the Rank Ordered List. A computation of overlaps of this enriched set towards C5 database in MSigDB shows a significant representation of gene sets of Inflammatory response (data not shown). **A) The** enrichment plot “ALTEMEIER RESPONSE TO LPS WITH MECHANICAL VENTILATION” regards genes up-regulated in lung tissue upon LPS aspiration with mechanical ventilation (MV) compared to control (PBS aspiration without MV). **B)** The enrichment plot “SEKI INFLAMMATORY RESPONSE LPS UP” represents genes up-regulated in hepatic stellar cells after stimulation with bacterial lipopolysacharide (LPS).

**Figure 2.**. Heat map of clustered genes in the leading edge subsets. In the heat map the expression log_2_ratio are represented as colors, where the range of color (red-blue) shows the range of expression values (high-low). Genes and gene sets are represented in rows and columns, respectively.

**Figure 1**

**A**

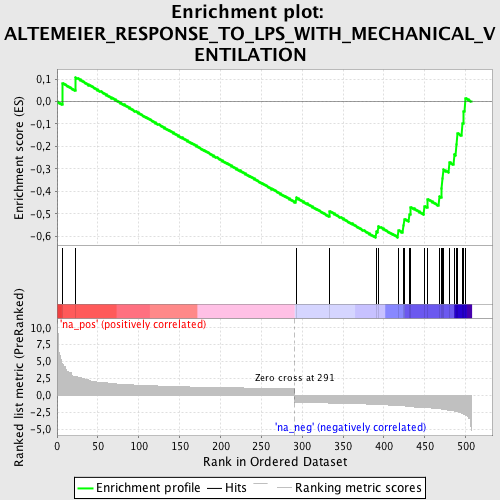

**B**

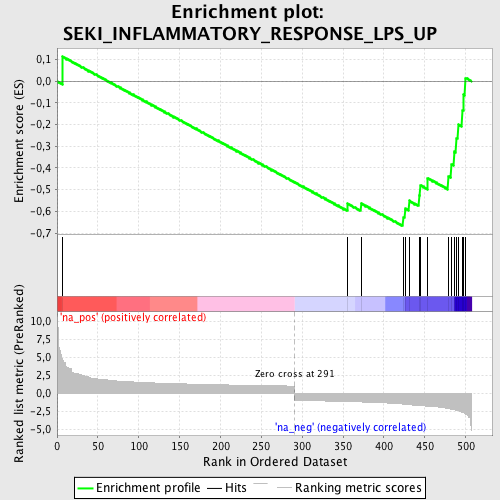

**
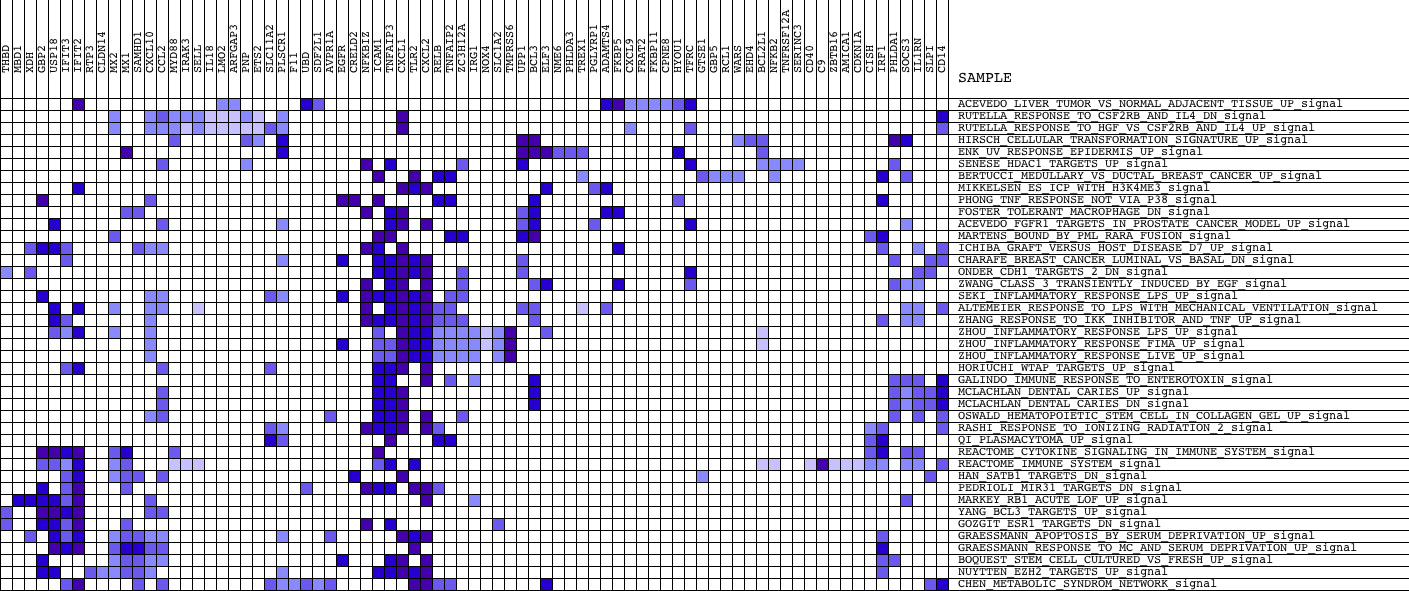
Figure 2**

# Supplementary material for: A Strong Anti-Inflammatory Signature Revealed by Liver Transcription Profiling of Tmprss6−/− Mice
**Source:** PLoS One. 2013 Jul 29;8(7):e69694. doi: 10.1371/journal.pone.0069694
**Supplement:** Table S1 — Summary of the differential expression results.

Table S1. Summary of the differential expression results.

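The counts of Table S1 are of genes at an adjusted p under 0.05 and an absolute log2 ratio over 1, for 7 contrasts of the 4 groups. The pairwise contrasts compare KO with IDA livers within each treatment and LPS-treated with untreated livers within each genotype, Genotype and Treatment add the 2 pairwise differences of a kind, and Interaction subtracts them. At an adjusted p under 0.05 alone, KO and IDA livers differed in 289 genes and unnamed probes before and 3446 after LPS. LPS then changed 5539 in IDA and 2174 in KO livers, and the Interaction, Genotype and Treatment contrasts gave 1267, 2877 and 5671.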

|  | Genotype | Treatment | Interaction | KO  vs IDA | KO  vs IDA (LPS) | LPS-IDA vs  IDA | LPS-KO vs KO |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Up-regulated | 291 | 939 | 180 | 52 | 134 | 381 | 61 |
| Down-regulated | 217 | 910 | 85 | 11 | 159 | 521 | 206 |
| Unchanged | 10146 | 8805 | 10389 | 10591 | 10361 | 9752 | 10387 |

# Supplementary material for: A Strong Anti-Inflammatory Signature Revealed by Liver Transcription Profiling of Tmprss6−/− Mice
**Source:** PLoS One. 2013 Jul 29;8(7):e69694. doi: 10.1371/journal.pone.0069694
**Supplement:** Table S2 — Analysis of selected immune genes in spleen of Tmprss6 −/− compared to IDA mice.

Table S2. Analysis of selected immune genes in spleen of *Tmprss6*^-/-^ vs IDA mice

| **Treatment** | **Genes** | **Description** | **Log_2_ratio** |
| --- | --- | --- | --- |
| saline | Tfrc | transferrin receptor 1 | 2.2 |
|  | Bcl2l1 | bcl2-like 1 | 1.5 |
|  | Il1b | interleukin 1 beta | -1.5 |
|  | Tnf | tumor necrosis factor alpha | -1.6 |
|  | Il15 | interleukin 15 | -1.7 |
|  | Il4 | interleukin 4 | -1.7 |
|  | Cd40lg | cd40 ligand | -2.0 |
|  | Lrp2 | low density lipoprotein receptor-related protein 2 | -3.1 |
| LPS | Tfrc | transferrin receptor 1 | 3,5 |
|  | Bcl2l1 | bcl2-like 1 | 1,7 |
|  | Hmox1 | heme oxygenase 1 | 1,5 |
|  | Il13 | interleukin 13 | -1,6 |
|  | Cd80 | cd80 antigen | -1,6 |
|  | Il6 | interleukin 6 | -1,7 |
|  | Il2ra | interleukin 2 receptor, alpha chain | -1,7 |
|  | Nos2 | nitric oxide synthase 2 | -1.8 |
|  | Socs1 | suppressor of cytokine signaling 1 | -1,9 |
|  | Cxcl10 | chemokine ligand 10 | -1.9 |
|  | Ptgs2 | prostaglandin-endoperoxide synthase 2 | -2,1 |
|  | Cxcl11 | chemokine ligand 11 | -3,0 |
|  | Ifng | interferon gamma | -3,2 |

# Supplementary material for: A Strong Anti-Inflammatory Signature Revealed by Liver Transcription Profiling of Tmprss6−/− Mice
**Source:** PLoS One. 2013 Jul 29;8(7):e69694. doi: 10.1371/journal.pone.0069694
**Supplement:** Table S3 — Comparison between Tmprss6 KO and Hfe −/− on the expression of selected liver genes.

Table S3. Comparison between *Tmprss6* KO and Hfe-/-

|  | **Genes** | **Description** | **Tmprss6 KO vs IDA**  **(high Hamp)^b^** |
| --- | --- | --- | --- |
| **Down-regulated in**  **Hfe^-/-^ vs IL**  **(low Hamp)^a^** | Hamp1 | hepcidin | ↑ |
|  | Hbb-b1 | Hemoglobin, beta chain | ↑ |
|  | H2-Ab1 | Histocompatibility2, class II antigen A, b | ↑ |
|  | H2-Eb1 | Histocompatibility2, class II antigen E, b | ↑ |
|  | Egr1 | Early growth response | ≈ |
|  | Gsta2 | Glutathione S transferase, alpha 2 | ≈ |
|  | H2-Aa | Histocompatibility2, class II antigen A, a | ≈ |
|  | Cd74 | Polypeptide of MHC II | ≈ |
|  | Cyp4a14 | Cytochrome P450, family 4a14 | ≈ |
|  | Cish | Suppressor of cytokine signaling | ↓ |
|  | Phlda1 | Pleckstrin like domain, family A1 | ↓ |
|  | Socs3 | Suppressor of cytokine signaling 3 | ↓ |
|  | Cyp26b1 | Cytochrome P450, family 26b1 | ↓ |
|  | Rnf186 | Ring finger protein 186 | not found |
| **Up-regulated**  **in**  **Hfe^-/-^ vs IL**  **(low Hamp)^a^** | Il6ra | Interleukine 6 receptor, a | ↓ |
|  | Hp | haptoglobin | ≈ |
|  | Mup4 | Major urinary protein 4 | ≈ |
|  | Saa1 | Serum amyloid A1 | ≈ |
|  | Lpin1 | Lipin 1 | ≈ |
|  | Dct | Dopachrome tautomerase | ≈ |
|  | Saa2 | Serum amyloid A2 | ≈ |
|  | Saa3 | Serum amyloid A3 | ≈ |
|  | Angptl4 | Angiopoietin-like 4 | ≈ |
|  | Dio1 | Deiodinase, iodothyronine, type I | ≈ |
|  | Ppp1r3b | Protein phosphatase 1, subunit 3B | ≈ |
|  | Serpina12 | Serine peptidase inhibitor A12 | ≈ |

a: modified from Rodriguez et al., PLoSONE 2009, 4 (9):e7212.

b: data obtained from total liver gene expression profiling of Tmprss6^-/-^ mice compared to iron deficient control littermates

↓: genes down-regulated in Tmprss6 vs ID

↑: genes up-regulated in Tmprss6 vs ID

≈: genes not changed between Tmprss6 and ID

# Supplementary material for: A Strong Anti-Inflammatory Signature Revealed by Liver Transcription Profiling of Tmprss6−/− Mice
**Source:** PLoS One. 2013 Jul 29;8(7):e69694. doi: 10.1371/journal.pone.0069694
**Supplement:** Table S4 — List of oligonucleotides primers used for qRT-PCR.

Table S4. Oligonucleotides Primers (Applied Biosystem, Carlsbad, CA, USA) used for qRT-PCR by TaqMan.

| Name | Id |
| --- | --- |
| Apoa4 | Mm00431814_m1 |
| Atf3 | Mm00476032_m1 |
| C9 | Mm00442739_m1 |
| Ccnd1 | Mm00432359_m1 |
| Cd40 | Mm00441891_m1 |
| Cxcl1 | Mm04207460_m1 |
| Cyp2b9 | Mm00657910_m1 |
| Efna1 | Mm01212795_m1 |
| Fbxo21 | Mm01208074_m1 |
| Gdf15 | Mm00442228_m1 |
| Hamp | Mm00519025_m1 |
| Icam1 | Mm00516023_m1 |
| Il1rn | Mm00446186_m1 |
| Irak3 | Mm00518541_m1 |
| Jun | Mm00495062_m1 |
| Myd88 | Mm00440338_m1 |
| Nfkbiz | Mm00600522_m1 |
| Slc2a2 | Mm00446229_m1 |
| Socs3 | Mm00545913_m1 |
| Tlr2 | Mm00442346_m1 |
| Tnfaip2 | Mm00447578_m1 |

How the deposited data were processed for this re-analysis (not part of the article)

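RNA of 12 livers, 3 from each of 4 groups (untreated and LPS-treated IDA and KO mice), was hybridized by the authors to Illumina BeadChips, read with GenomeStudio and normalized with its cubic spline method; the version is not stated. The average bead signal per probe (intensity, not normalized) with its detection p-value, and the authors' normalized intensities (linear scale, median 137.6 on every array), were used, and 0 columns per sample were left unused. Of 45281 probes, 34885 carry 1 gene symbol, 18 several and 10378 none; 16286 had a detection p under 0.01 on at least 1 array. The rank correlation between raw and authors' intensities was 1 on every array.

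Raw intensities were background-corrected and quantile-normalized with neqc (limma 3.58.1 in R 4.3.3, offset 16; statmod 1.5.0) and log2-transformed, dim probes were left out, and the brightest probe of each symbol was kept, giving 9307 named genes and 2264 unnamed probes. A linear model with 4 group means was fitted to all 12 arrays with limma (empirical Bayes), for the 4 pairwise comparisons and the Interaction, Genotype and Treatment contrasts, the last 2 as sums. P-values were adjusted by the Benjamini-Hochberg method within each contrast. Of 38 gene lists written before the data were examined, 36 had at least 3 measured members and were tested with camera (preset correlation 0.01, and an estimated correlation) and fry. The Treatment contrast was not tested by list. Several lists hold genes that the study had already named on the same livers. Among these are Relb and Tnfaip3 (NF-kB), Hamp and Id1 (BMP-SMAD), Atf3 and Jun (immediate-early), and A1bg and Cyp2b13 (female-biased liver genes). Counts and tests of these lists are therefore not independent of the study's own choice of genes. Principal components were computed on log2 intensities, and group differences in scores were tested by exact permutation. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

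Genes to be named were fixed by a rule: for each pairwise comparison and the Interaction contrast the 10 largest log2 ratios in each direction (in pairwise comparisons among genes whose groups did not overlap), every gene the study names, the 4 largest passing members of each list, Stat3, Mup3 and the genes that check for sex. The text gives part of these, and where it had a choice it took genes whose call no single omitted liver ended, a choice made after the values were seen. For genes detected in only part of a group's livers the text also gives log2 ratios with undetected livers at the lowest detected intensity of their array, likewise chosen after the values were seen. Of the passing genes under the rule, leaving out 1 liver ended 40 of 60 calls in untreated KO against IDA livers, 42 of 176 after LPS, 12 of 196 for LPS in IDA, 43 of 152 for LPS in KO livers, 35 of 128 for Interaction, 30 of 182 for Genotype and 10 of 90 for Treatment.

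Alternatives were the authors' intensities, no background correction, median scaling, other filters on dim probes, other choices of probe, only the compared groups, replicate number as a block, other moderation and adjustment, no fold threshold, means in place of sums, and leaving out each liver in turn. Named genes only, the authors' intensities averaged over probes, leaving out the 3 Xist-positive livers and a term for them were added after seeing the data. The steps were tested on simulated data for KO against IDA livers after LPS: of 50 genes changed by 1.5, 2, 2.5 or 3 on the log2 scale, 92, 98, 100 and 96% were called with 0 wrong signs, and of 13406 unchanged genes 4 were called in this comparison and 0 to 17 over the 7 contrasts. The changed genes were drawn from those detected on several arrays, and noise was drawn separately for each gene. The shares called thus do not cover dim genes, and the false calls do not cover genes that vary together. Of 400 genes simulated with a response of 2 in IDA and 1 in KO livers, 393 were called in the Treatment contrast and 98.7% of these had a smaller response in KO livers, yet 10 of 100 regroupings, all with the LPS-treated livers grouped as they were, gave a share as far from even, so that this test can miss a true difference. The term enrichment, KEGG and GSEA analyses and the qRT-PCR of the study were not used here.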

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

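The tests of the female-biased genes in LPS-treated livers, of exchanged livers, of the median shortfall under regrouping and of the neighbours of Tmprss6, and the refits that omit or model the Xist-positive livers, were chosen only after the results were seen; the bounds for these refits were written before their values were computed.

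Xist, a transcript of female cells that the study does not report on, had log2 intensities of 11.93 in IDA UT 1, 12.05 in KO UT 1 and 11.84 in KO UT 2, against 6.73 in KO UT 3 and less in all others, although the study describes its KO mice as male. Along with it, female-biased liver genes had a median log2 ratio of 1.34 in untreated and 2.43 in LPS-treated KO against IDA livers (1.34 and 1.01 with undetected genes at the floor). No LPS-treated liver was Xist-positive, so that RNA of female mice is excluded as a cause there. In those livers all 3 KO livers lay above all 3 IDA livers for 10 of 13 genes. The 5% expected by chance holds for 1 unselected gene, and the share over all genes was not computed. The study had called A1bg, Cyp2b13 and Acot3 of this list on the same livers, so the count is no independent evidence. Of the 13 genes, 5 were undetected in all livers of a group. An exchange of untreated KO and IDA livers is excluded, since Tmprss6 lay 1.90 apart between the groups (1.53 after LPS). In untreated livers the matter stays open. With a term for Xist-positive livers the median was 0.96, between the bounds written before the refit, so that Xist-positive mice may account for part of the female-biased genes. With that term 100% of the genes called in that comparison kept their sign and the greater part of their log2 ratio. All 136 had groups that did not overlap, which with this split of Xist-positive livers made that outcome certain. The refit thus cannot decide whether Xist-positive mice account for the calls as a set.

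The LPS response differed between KO and IDA livers: 632 genes passed the Interaction contrast, and 87.42% of the genes of the Treatment contrast had a smaller response in KO livers, with a median shortfall of -0.52. With array medians set equal the share was 87.15% (highest other regrouping 87.61%) and without the 3 Xist-positive livers 85.53%, which argues against the normalization and those livers as the cause. Over the Treatment genes as a whole, untreated KO livers were not already shifted in the LPS direction, as the shift made up -0.366% of the shortfall. This does not extend to each list: in untreated KO livers 15 of 31 immediate-early and 13 of 43 histone genes were higher, and LPS raised 13 of the 31 and 36 of the 43 in IDA livers. Of 100 regroupings of the genotype labels, the real one included, 3 gave a share as far from even, up to 88.22%, all among the 10 that kept the real grouping of the LPS-treated livers, and 5 did so without IDA LPS 2, KO UT 2 or KO LPS 1 and 6 without KO UT 3. The median shortfall was reached by 6 of 100. In simulated data with a true difference, 10 of 100 regroupings gave a share as far from even. Regrouping can thus miss a true difference and gives no evidence for chance, which stays open for the smaller response. Genotype, hepcidin and diet, which could each act on it, cannot be separated by this design.

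Besides Tmprss6, 20 named genes were called in the same direction in KO livers before and after LPS, among them Tomm22, C9 and Hamp2. Of these 1 (Tomm22, 21 places away) was among the 100 nearest tested genes on either side of Tmprss6 on chromosome 15 of GRCm38.p6, or 5%, against 199 of 9277 other genes or 2.15% (Fisher's exact test, two-sided p = 0.353). C9 lies on the same chromosome, 171 places away, and the other 18 lie on other chromosomes. With so few genes the Fisher test excludes nothing by itself. The 18 genes on other chromosomes lie outside any segment carried along with Tmprss6, which by position thus does not account for most of the set. It may explain Tomm22 and, if it reached so far, C9, neither of which was tested alone. The study gives the KO mice a mixed strain background, and segments on other chromosomes were not tested. The bound set for the window, at most 1 gene, is met narrowly: A1bg, 85 places away, was called after LPS and just missed in untreated livers (adjusted p = 0.0526).

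LPS moved 22 genes and unnamed probes in opposite directions in IDA and KO livers, with the difference passing the Interaction contrast, among them Ppp1r15a, Klf6, Jund, Vcam1 and Gbp2b. Each of the 2 responses had to reach an adjusted p under 0.05 only, not an absolute log2 ratio over 1. Some were small: Jund was at 0.56 (adjusted p = 0.0488) in IDA and -0.85 (adjusted p = 0.0171) in KO livers. The fall of Gbp2b in IDA livers rests on LPS-treated livers that did not detect it. By list, the median Interaction log2 ratio was -0.60 for BMP-SMAD targets (-0.41 with undetected genes at the floor), 1.16 for MHC class II presentation and -1.42 for immediate-early and AP-1 genes (both the same at the floor), and the medians of the 2 responses had opposite signs. An opposite direction is not shown for the first 2 lists, as in KO livers 1 of 8 BMP-SMAD targets and none of 8 class II genes passed, and with an estimated correlation none of the 3 passed the Interaction contrast (adjusted p = 0.317, 0.0619 and 0.270).

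Other groupings of the same livers were fitted in each comparison. In the 4 pairwise comparisons 10 splits are too few to decide: the real one called 136 genes in untreated livers (highest other 6; lists 10, highest other 12, 3 splits with as many), 783 after LPS (2; lists 23, 18), 1855 for LPS in IDA (1; lists 21, 19) and 602 for LPS in KO livers (2; lists 24, 19), with 1 split as large in each of the others. The splits argue against chance as the source of the Treatment and Genotype differences as such. Only 1 of 100 called at least the real 3250 Treatment genes (highest other 2335) and 1 of 100 at least the real 1354 Genotype genes (highest other 904). Over the 924 splits of all 12 livers, LPS and genotype each gave an exact permutation p of 0.00216 on a principal component. Those splits did not keep the other factor apart, and the component was picked among several without adjustment. The large counts of other splits came from the 14 that kept or mirrored the grouping of the IDA livers for Treatment and from the 10 that kept or mirrored that of the LPS-treated livers for Genotype. This leaves open how much the other livers add. For the 632 Interaction genes 3 of 100 splits called as many (up to 904), and for the 22 Genotype lists 4 of 100 passed as many (up to 25). Both shares are under the bound of 5 of 100 set beforehand. Every split as large was among the same 10, so that regrouping the untreated livers alone gave as many. Those 10 retain the real difference between LPS-treated KO and IDA livers. Interaction splits outside these 10 called at most 7 genes. A difference confined to LPS-treated livers is itself an Interaction, so those 10 retain what is tested and cannot speak for chance. For the Interaction genes the other splits argue against chance in the grouping of the LPS-treated livers. What the grouping of the untreated livers adds was not settled, and chance stays open for the Genotype lists. For the 16 Interaction lists chance is not excluded (21 of 100, up to 25; 11 of the 21 did not keep the grouping of the LPS-treated livers).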

How the results depend on the processing

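Leaving out the 3 Xist-positive livers, the term for them, named genes only and averaging the authors' intensities over probes were chosen after seeing the data. The counts of passing genes are given in the order KO against IDA untreated, KO against IDA after LPS, LPS in IDA, LPS in KO, Interaction, Genotype and Treatment. They were 68, 348, 1081, 320, 328, 623 and 2163 with the authors' intensities, 65, 349, 1088, 321, 327, 611 and 2156 without background correction, 67, 323, 1017, 297, 290, 581 and 2085 with the authors' intensities averaged over probes, and 289, 3446, 5539, 2174, 1267, 2877 and 5671 without the fold threshold, which by its construction admits more genes. With means in place of sums, Genotype gave 242 and Treatment 1083, as the threshold is then stricter. For untreated livers the count was 39 with only the 2 groups in the fit, where fewer livers enter, and 66 without the 3 Xist-positive livers. Lists passing were 1, 0, 5, 10, 0 and 0 with an estimated correlation (the order above, without Treatment). With fry, which tests each list by itself, they were 3, 26, 31, 22, 12 and 22 in that order. Without a filter, 25 lists passed for Interaction. For the settings of normalization, background, probes and filter the cause was not tested. The other counts stayed within 1.5 times under the other alternatives. With replicate number as a block they were 135, 782, 1861, 606, 606, 1364 and 3256. BeadChip as a block was not run, as neither labels nor files give it.

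When each liver was left out in turn, the counts in this order were 59 to 214, 701 to 839, 1835 to 1940, 504 to 739, 494 to 689, 1202 to 1431 and 3188 to 3368; untreated livers gave 214 without IDA UT 1, 71 without IDA UT 2, 59 without IDA UT 3, 63 without KO UT 2 and 87 without KO UT 3. Lists passing were 7 to 11, 23 to 25, 20 to 23, 19 to 24, 15 to 21 and 20 to 24, the Genotype log2 ratio of Tmprss6 was -4.60 to -4.08 and the share of smaller responses 82.39 to 88.08%, with 5 regroupings as far from even without IDA LPS 2, KO UT 2 or KO LPS 1 and 6 without KO UT 3. Pim1, undetected in LPS-treated KO and untreated IDA livers, reversed without a filter, to 0.0932 after LPS (KO against IDA), -0.18 for LPS in IDA and 0.30 for Genotype. Intensities of a probe do not depend on the filter, so these values come from another Pim1 probe, detected on no array. They are a change of probe and not a reversal of the first one. With arrays scaled to equal medians the median of all genes was -0.15 for LPS in IDA and 0.11 for Genotype.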

Differences from the paper's values

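For Genotype, 1354 genes passed (791 higher, 563 lower), where the paper gives 508 (291 and 217). For Treatment, 3250 genes passed (1557 higher, 1693 lower), where the paper gives 1849 (939 and 910). For Interaction, 632 genes passed (297 higher, 335 lower), where the paper gives 265. Table S1 prints these as 180 higher and 85 lower, set here as 85 and 180 by the sign of the paper's log2 ratios. For KO against IDA untreated, 136 genes passed (106 higher, 30 lower), where the paper gives 63 (52 and 11). For KO against IDA after LPS, 783 genes passed (446 higher, 337 lower), where the paper gives 293 (134 and 159). For LPS in IDA, 1855 genes passed (946 higher, 909 lower), where the paper gives 902 (printed as 381 higher and 521 lower, set here as 521 and 381 on the same ground). For LPS in KO, 602 genes passed (417 higher, 185 lower), where the paper gives 267 (printed as 61 higher and 206 lower, set here as 206 and 61 on the same ground). The authors' intensities and no background correction, both set before the data were examined, bring every one of these counts to within 1.5 times the paper's, though all but the lower genes in KO against IDA untreated stay above it, as with 623 Genotype and 348 post-LPS genes under the authors' intensities. So do the authors' intensities averaged over probes, an alternative chosen after seeing the values that drops 0 of the 24 measured genes of Table 1 and calls 62 of the 63 of Table 2. Leaving out 1 liver also does so for KO against IDA untreated (without IDA UT 2, IDA UT 3, KO UT 2 or KO UT 3; for lower genes without IDA UT 3 or with only the 2 groups in the fit) and for lower Interaction genes (without IDA LPS 3), median scaling and, from below, means in place of sums do so for higher Treatment genes, and no other alternative set beforehand does. Named genes only (all and higher Treatment genes) and leaving out the Xist-positive livers (all and higher genes in KO against IDA untreated, lower Interaction genes), chosen after seeing the values, do so as well.

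Log2 ratios in untreated KO against IDA livers differed for Hamp 8.46 (the paper's 7.472), Ccn1 at least 3.18 (the paper's 2.142), Id1 2.66 (the paper's 2.071), Id2 0.93 (the paper's 1.778), Jun 2.15 (the paper's 1.75), A1bg 3.83 (the paper's 1.67), H4c6 2.24 (the paper's 1.612), H4c3 2.32 (the paper's 1.568) and Tmprss6 -2.38 (the paper's -1.905). The authors' intensities and no background correction, set before the data were examined, bring these to within 1 standard deviation between livers of the paper's except where named; by alternatives set beforehand, Hamp also without IDA UT 1, Id1 also without IDA UT 1 and without KO UT 2, Id2 only mean of probes, Jun also without IDA UT 2, without KO UT 2 and without KO UT 3, A1bg none, H4c6 also without IDA UT 2, without IDA UT 3 and without KO UT 2, H4c3 also without IDA UT 3 and without KO UT 2 and Tmprss6 also without IDA UT 1. Besides, the authors' intensities averaged over probes, chosen after seeing the values, do so for all but Id2, the Xist-positive livers left out for Hamp, Id1 and Tmprss6, and a term for them for Jun, H4c6 and H4c3.

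After LPS, the KO against IDA log2 ratios differed for Hamp2 6.50 (the paper's 5.96), Adamts4 -2.47 (the paper's -1.52), Gbp2b at least 5.30 (the paper's 4.613), Cyp7a1 5.84 (the paper's 4.387), Zc3h12a -2.68 (the paper's -1.611), Ppp1r3g 4.00 (the paper's 2.776), Bcl3 -2.02 (the paper's -1.666), Mx1 -2.72 (the paper's -1.69), Cldn14 -2.28 (the paper's -1.692), Relb -2.62 (the paper's -1.734), A1bg 4.14 (the paper's 1.934), Dclk3 at least 2.46 (the paper's 1.86), Slc2a2 2.11 (the paper's 1.728), Cib3 2.50 (the paper's 1.699), Gal3st1 2.24 (the paper's 1.658), Elf3 -1.73 (the paper's -2.143), Id1 2.16 (the paper's 1.63), Paqr7 2.09 (the paper's 1.606), Atg16l2 -2.82 (the paper's -2.394), Tnfaip3 -3.22 (the paper's -2.689), Scara5 -0.28 (the paper's -2.691) and Cxcl2 -4.00 (the paper's -2.79). The authors' intensities and no background correction bring these to within that distance except where named; by alternatives set beforehand, Hamp2 also without IDA LPS 2, without KO LPS 1 and without KO LPS 2, Zc3h12a none, Ppp1r3g also mean of probes, A1bg none, Slc2a2 none, Cib3 also without IDA LPS 1, without IDA LPS 3 and without KO LPS 1, Elf3 none, Paqr7 also without IDA LPS 3, Atg16l2 also without KO LPS 2 and Scara5 none. The authors' intensities averaged over probes, chosen after seeing the values, do so for all but A1bg and Scara5.

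With undetected livers at the lowest detected intensity of their array, a limit computed after the values were seen, the log2 ratios were 7.89 for Hamp and 2.17 for H4c3 in untreated livers and 4.97 for Cyp7a1, -2.14 for Adamts4, -2.25 for Mx1, -3.71 for Cxcl2 and 2.27 for Cib3 after LPS, each nearer to the paper's than above.

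Of the genes that the paper's tables call, 4 did not pass here. Id2 passed with the mean of its probes (1.51, adjusted p = 0.00489), Scara5 with the mean of its probes (-2.16, adjusted p = 0.000132; its other probe gave -4.05) and without IDA LPS 2 (-0.46), Hamp after LPS with the authors' intensities, no background correction, median scaling, only the 2 groups in the fit, without IDA UT 1 or IDA UT 3, and A1bg in untreated livers with the authors' intensities, no background correction, median scaling, the mean of probes, adjustment over all 7 contrasts and without IDA UT 1. The paper lists Chd1 among genes higher in KO livers, whereas its Genotype log2 ratio was -1.22. Table S3, which does not state the treatment, gives Cish as lower in KO livers. In the Genotype contrast it was lower here too (-1.61, adjusted p = 0.0131), as in LPS-treated livers alone. In untreated livers Cish was higher (1.20, adjusted p = 0.0478). That adjusted p was 0.136 without IDA UT 2, 0.137 without IDA UT 3, 0.0644 without IDA LPS 1, 0.0566 without IDA LPS 2, 0.0664 without IDA LPS 3, 0.116 without KO UT 1, 0.117 without KO UT 2, 0.0636 without KO LPS 2 and 0.0553 without KO LPS 3. The same table gives H2-Ab1 and H2-Eb1 as higher, which held after LPS and in the Genotype contrast (1.50 and 1.44, adjusted p = 0.00285 and 0.00138). It did not hold in untreated livers, where H2-Eb1 was at 0.11 (adjusted p = 0.771). In the first 1999 of 10654 lines of Dataset S1, which are all that was used here, the sign of the call is opposite to that of the log2 ratio in 120 of 120 calls for LPS in IDA, 28 of 28 for LPS in KO and 26 of 26 for Interaction, and in 0 of those of the other 4 contrasts; the paper's higher and lower counts are set here in the direction of the ratios.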

Other observations

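After LPS, part of the genes in 5 lists of hepatocyte metabolism were higher in KO than in IDA livers. Of 18 measured genes of bile acid synthesis and transport, 10 were higher and 1 lower, with Klb, a co-receptor for fibroblast growth factors, at 1.60 (adjusted p = 6.13e-05). Of 17 genes of gluconeogenesis and glycogen 8 were higher, with Slc2a2 at 2.11 (adjusted p = 2.29e-05); of 17 genes of fatty acid synthesis 7 were, with the desaturase gene Fads2 at 1.00 (adjusted p = 0.00458); of 20 PPAR-alpha targets 9 were, with Acot4 at 1.52 (adjusted p = 0.00256); and of 15 genes of sterol synthesis 3 were, with Sc5d at 1.57 (adjusted p = 3.61e-05). None was lower in these 4 lists. All 5 passed camera (adjusted p = 0.00133, 0.00634, 0.00232, 0.000857 and 0.0252), but with an estimated correlation none did (adjusted p = 0.284 for the first 4 and 0.509 for sterol synthesis). Of 37 P450 genes of drug metabolism 10 were higher and 4 lower, and of 11 genes of nitrogen metabolism 1 was higher and 2 lower, and neither list passed camera (adjusted p = 0.262 and 0.670).

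Among cell type markers after LPS, 8 of 13 endothelial genes were higher in KO livers and none lower, with the scavenger receptor gene Clec4g at 1.72 (adjusted p = 0.000182), and 5 of 14 stellate cell genes were higher, with Colec11 at 1.57 (adjusted p = 0.000365) (camera adjusted p = 0.00133 and 0.00668, adjusted p = 0.284 and 0.391 with an estimated correlation). Of 26 genes of iron handling, 4 were higher and 5 lower, with the iron transporter gene Slc11a2 at -1.24 (adjusted p = 0.00160), and the list did not pass camera (adjusted p = 0.670). Of 11 circadian clock genes 3 were higher, with Dbp at 1.09 (adjusted p = 0.00181); of 14 hypoxia genes 4 were higher and 3 lower, with Pdk1 at 1.23 (adjusted p = 0.000326); of 11 erythroid genes 3 were higher and 1 lower; of 22 complement genes 4 were higher and 3 lower; of 11 hepatocyte markers 1 was higher; and of 3 T and natural killer cell markers none passed. None of these last 6 lists passed camera (adjusted p = 0.0941, 0.497, 0.299, 0.729, 0.752 and 0.752).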
